# SRT2104 extends survival of male mice on a standard diet and preserves bone and muscle mass

**DOI:** 10.1111/acel.12220

**Published:** 2014-06-16

**Authors:** Evi M Mercken, Sarah J Mitchell, Alejandro Martin-Montalvo, Robin K Minor, Maria Almeida, Ana P Gomes, Morten Scheibye-Knudsen, Hector H Palacios, Jordan J Licata, Yongqing Zhang, Kevin G Becker, Husam Khraiwesh, José A González-Reyes, José M Villalba, Joseph A Baur, Peter Elliott, Christoph Westphal, George P Vlasuk, James L Ellis, David A Sinclair, Michel Bernier, Rafael de Cabo

**Keywords:** healthspan, inflammation, lifespan, muscle wasting, osteoporosis, sirtuins

## Abstract

Increased expression of SIRT1 extends the lifespan of lower organisms and delays the onset of age-related diseases in mammals. Here, we show that SRT2104, a synthetic small molecule activator of SIRT1, extends both mean and maximal lifespan of mice fed a standard diet. This is accompanied by improvements in health, including enhanced motor coordination, performance, bone mineral density, and insulin sensitivity associated with higher mitochondrial content and decreased inflammation. Short-term SRT2104 treatment preserves bone and muscle mass in an experimental model of atrophy. These results demonstrate it is possible to design a small molecule that can slow aging and delay multiple age-related diseases in mammals, supporting the therapeutic potential of SIRT1 activators in humans.

## Introduction

By 2050, there will be 1.5 billion people over the age of 65. This will place a serious burden on global infrastructure and economy. As such, there is an urgent need for treatment modalities to promote healthy aging. The NAD^+^-dependent deacetylase SIRT1 represents an attractive anti-aging target due to its ability to modulate various transcriptional and metabolic pathways (Baur *et al*., 2012). Tissue-specific SIRT1 knock-down in mice leads to pro-inflammatory and metabolic defects (Purushotham *et al*., 2009; Price *et al*., 2012), and whole-body SIRT1 over-expression improves high-fat diet (HFD)-induced metabolic disturbances (Bordone *et al*., 2007; Gillum *et al*., 2011; Li *et al*., 2011) without a beneficial effect on lifespan (Herranz *et al*., 2010). Despite having many cellular targets (Pacholec *et al*., 2010), resveratrol (RSV), a natural polyphenolic SIRT1 activator (Hubbard *et al*., 2013), improves whole-body physiology and lifespan of mice on HFD (Baur *et al*., 2006; Barger *et al*., 2008; Pearson *et al*., 2008) and also has benefits in obese humans (Timmers *et al*., 2011). Synthetic SIRT1 activators with improved selectivity for SIRT1 (Hubbard *et al*., 2013), such as SRT2104, increase insulin sensitivity (Milne *et al*., 2007) and are well tolerated in healthy adults (Hoffmann *et al*., 2013) and elderly volunteers (Libri *et al*., 2012). Small but significant improvements in plasma lipid profiles (Venkatasubramanian *et al*., 2013) and potential for improved insulin sensitivity (Libri *et al*., 2012) have been reported with SRT2104 supplementation. However, these studies are limited by their short treatment time. In this study, the effect of SRT2104 supplementation on health and lifespan in mice on a standard diet was investigated. The health benefits conferred by SRT2104 led us to determine whether short-term treatment could offer protection against disuse atrophy of muscle and bone that occurs in an experimental model of prolonged immobility. Our results suggest that interventions aimed at modulating SIRT1 activity via pharmacological means could represent attractive approaches for delaying the onset of aging and the development of age-related diseases, including sarcopenia and osteoporosis.

## Results and discussion

### SRT2104 treatment improves whole-body physiology and extends lifespan in mice fed a standard diet

To test the effects of the proprietary compound SRT2104, 6-month-old male C57BL/6J mice were placed on a standard AIN-93G diet (SD) supplemented with SRT2104 (100 mg kg^−1^ bodyweight) for the remainder of their lives, which yielded serum concentrations of 261.8 ± 27.0 and 435.7 ± 75.6 ng mL^−1^ in the morning and evening, respectively. SRT2104 supplementation resulted in improved survival of SD-fed mice (χ^2^ = 6.19 and *P* < 0.013) with an increase in mean lifespan of 9.7% (*P* < 0.05) and in maximum lifespan (defined as the 10th percentile) of 4.9% (*P* < 0.001) (Fig. 1A). The immunosuppressant rapamycin has been recently shown to extend maximum lifespan of genetically heterogeneous male mice (Miller *et al*., 2011), and when started at 19 months of age, it also extends lifespan of male and female C57BL/6Nia mice (Zhang *et al*., 2014). Moreover, oral supplementation with the antidiabetic drug metformin leads to healthier and longer life in male mice (Martin-Montalvo *et al*., 2013). The incidences of major pathologies detected at necropsy were reduced with SRT2104 treatment, most notably a trend toward lower prevalence of an enlarged heart and hepatocellular carcinoma with SRT2104, and a significant reduction in peri-renal fat (Table S1, Supporting information). Blinded histological analysis of tissues did not identify any serious pathology in SD mice, and there were no obvious differences between the two groups (Table S2). Consistent with this, biomarkers of liver injury or tissue breakdown were reduced or unchanged after SRT2104 supplementation (Table S3), further confirming that the dose was well tolerated with no obvious toxicity. Interestingly, the increases in longevity induced by SRT2104 occurred despite similar bodyweights between SD-fed controls and treated animals (Fig. 1B). A reduction in percentage fat mass, but not lean body mass, was observed in SRT2104-treated mice (Fig. 1C and Table S4) despite no differences in food consumption (Figs 1D and S1A, Supporting information). Moreover, SRT2104 treatment did not affect spontaneous activity (Fig. 1E), energy expenditure (Fig. S1B), or respiratory exchange ratio (RER) of mice (Fig. S1C). Together, these data indicate that the effects of SRT2104 on lifespan are not due to reduced caloric intake or an increase in voluntary activity. Interestingly, our findings of improved healthspan and modest increases in lifespan are in contrast to whole-body overexpression of SIRT1, which has been shown to result in improvements in healthspan without affecting the longevity of transgenic mice (Herranz *et al*., 2010). It was recently reported that Sirt1 activity in the dorsomedial and lateral hypothalamic nuclei (known as DMH and LH regions) appears to delay aging and promote longevity in both male and female mice (Satoh *et al*., 2013). It is tempting to speculate that some of the beneficial effects of SRT2104 on maximum lifespan stem from its ability to activate SIRT1 present in the DMH and LH hypothalamic regions. Moreover, SRT2104 supplementation was started at 6 months of age, and it is unclear whether treatment at a much younger age would offer similar extension in mouse lifespan. Additional experiments will be required to adequately address these issues. The quality of life of SD-fed mice treated with SRT2104 was then ascertained by monitoring muscle function, balance, and motor coordination. Mice supplemented with SRT2104 exhibited significant improvement in endurance performance on the treadmill (Fig. 1F) and better motor skills, as assessed by rotarod performance (Fig. 1G).

**Figure 1:**
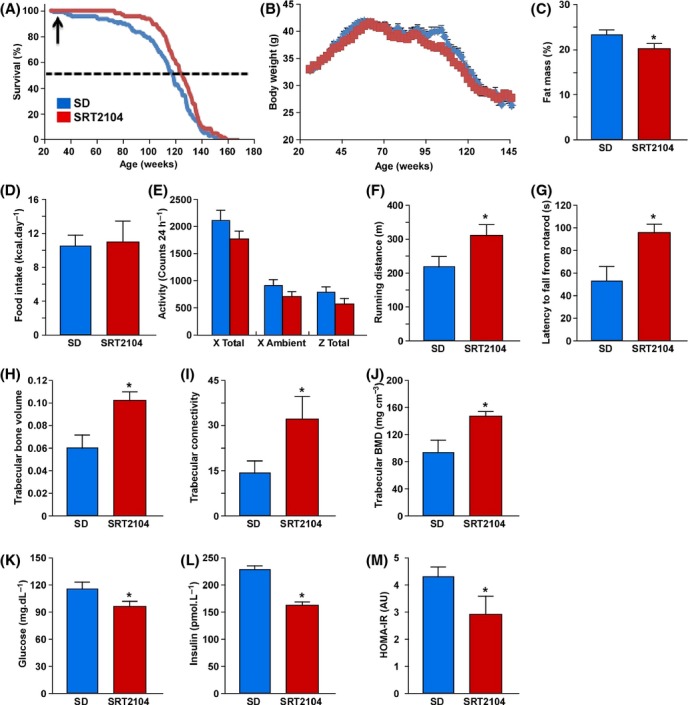
SRT2104 treatment improves whole-body physiology and extends lifespan in mice fed a standard diet. (A) Kaplan–Meier survival curves of mice fed a standard diet (SD) or a SD supplemented with SRT2104. The arrow at 28 weeks indicates the age at which SRT2104 treatment was started. (B–M) The following parameters were analyzed in SD-fed mice without and with SRT2104 supplementation: (B) bodyweights; (C) percentage fat mass; (D) average caloric intake; (E) spontaneous locomotor activity; (F) treadmill performance; (G) time to fall from an accelerating rotarod; (H) trabecular bone volume; (I) trabecular connectivity; (J) trabecular bone mineral density (BMD); (K) circulating glucose and (L) insulin levels were measured after 16 h of fasting; (M) homeostatic measure of insulin resistance (HOMA-IR) index. Data are shown as mean ± SEM. *P < 0.05 compared with SD-fed animals. BV, bone volume; TV, total volume; Tb, trabecular.

Bone health was also assessed as osteoporosis leads to increased rates of morbidity and mortality in the elderly due to a decrease in bone strength and increased risk of fractures (Gass & Dawson-Hughes, 2006; Lyles *et al*., 2007). In the distal femur of adult mice, SRT2104 significantly improved trabecular bone volume, trabecular connectivity, and trabecular bone mineral density compared with control SD-fed animals (Fig. 1H–J); however, no effect in cortical thickness was observed (data not shown). Overall, SRT2104 improved a number of parameters involved in bone health and suggests that SRT2104 may be a countermeasure for age-related bone loss.

One hallmark of the aging process is the impairment of glucose homeostasis that leads to type 2 diabetes and cardiovascular diseases. Therefore, we next explored the effect of SRT2104 on whole-body metabolism in mice on SD. Fasting blood glucose and insulin levels, and insulin resistance index, as determined by homeostasis model assessment of insulin resistance (HOMA-IR), were all significantly reduced in SRT2104-treated mice (Fig. 1K–M). Apparent improvements in the oral glucose tolerance test (OGTT) and insulin tolerance test (ITT) with SRT2104 did not reach statistical significance (Fig. S1D,E). It is likely that clamp studies would have provided solid evidence of the beneficial metabolic effects of SRT2104. SRT2104 supplementation was accompanied by a trend toward reduced serum free-fatty acid (FFA) levels with no change in circulating triglycerides or total cholesterol levels (Table S3). SIRT1 overexpression increases fatty acid beta-oxidation (Purushotham *et al*., 2009), and it is likely that SRT2104 supplementation will also have an impact on this pathway. While the increases in beta-oxidation reported by Purushotham *et al*. (2009) stemmed from lentiviral infection of primary hepatocytes from liver-specific SIRT1-KO mice with recombinant SIRT1 (Fig. 1D), this experimental model was markedly different than our use of wild-type mice fed a standard diet. Therefore, the changes observed by Purushotham *et al*. (2009) may not be directly translatable to our study. It is interesting to note that short-term SRT2104 supplementation was associated with improved lipid profile in healthy cigarette smokers (Venkatasubramanian *et al*., 2013), which is consistent with our findings. Overall, our results show for the first time that SRT2104 prolongs lifespan, improves whole-body metabolic function, and delays the onset of age-related diseases in SD-fed male mice.

### SRT2104 treatment increases mitochondrial content and suppresses the inflammatory response

To further gauge the molecular mechanisms by which SRT2104 improved whole-body metabolism and survival in SD-fed mice, a whole-genome microarray analysis was performed on liver and muscle tissues. 

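Liver and skeletal muscle were taken from male C57BL/6J mice on 3 diets: the standard diet (SD), SD supplemented with SRT2104, a small-molecule activator of the deacetylase SIRT1, and 40% calorie restriction (CR). SRT2104 was mixed into the chow at 1.33 g per kg, a dose of about 100 mg per kg of body weight per day. Each diet had 5 arrays in each tissue, 30 in all, and the paper gives 4 to 5 per group. The submitters' design notes name 5 mice of each diet, taken after 41 weeks, as the source of the RNA of both tissues. The paper gives an age of 41 weeks and 14 weeks on the diets. A start of the diets at 28 weeks of age, which does not add up exactly with these figures, is given by the paper for its survival study of SD and SRT2104 and by the sample labels for all 3 diets. The labels of the CR group also give the 41 and 14 weeks, whereas those of the SD and SRT2104 groups place the sampling at the end of life. The names of the signal columns carry the same leading numbers in liver and muscle within each diet. No source used here states whether an equal number, of these columns or of the replicates, marks the same mouse.
RNA was hybridised to Illumina bead arrays, which report for each probe a signal and a detection p-value, the chance of such a signal without its target RNA. The authors obtained both with GenomeStudio and deposited them with z-scores. Each z-score is the natural log of a signal minus the mean of its array, divided by the SD of its array, over all probes of the array. The median share of probes detected at a p-value under 0.02 was 41.0% in SD, 40.6% in SRT2104 and 41.6% in CR livers. In muscle it was 39.9%, 38.7% and 40.3% in the same order, and single CR arrays ranged from 26.7% to 41.8%. The median signal of the kept probes was 3.97 times the background in SD, 3.34 times in SRT2104 and 3.48 times in CR livers, and 2.28, 2.17 and 2.32 times in the muscles of the same diets. The background of single muscle arrays was 123.1 to 132 on SD, 112.6 to 116.4 on SRT2104 and 111.6 to 116.1 on CR. Their median signal of the kept probes was 272 to 480, 224 to 266 and 155 to 288. SD and SRT2104 muscle thus overlapped in neither before scaling, and whether RNA or array quality differed was not tested. The number of arrays limits the precision of every value.
From these files, the probes detected on at least 5 of the 15 arrays of a tissue were kept, 11065 in liver and 10792 in muscle. Their signals were rescaled so that every array of a tissue had the same mean and SD of log2 signal, and the diets were compared with limma, with 1 estimate of the spread shared by the 3 diets and Benjamini-Hochberg adjustment. The filter, the rescaling and the shared spread can each move a count of changed probes. A gene is reported by its brightest kept probe, and other probes are given where they differ. The tests, the alternatives and 53 gene lists were fixed before the data were examined, whereas the fits over 12 muscle arrays, the splits of the differences between tissues and some tests of explanations were chosen with the results in view.
Values for muscle are given first over 12 arrays and then over all 15. The paper's Z-ratios for muscle in Table S5 could be matched only without SD replicate 1, SRT2104 replicate 3 and CR replicate 3, and the paper gives no reason for leaving these 3 arrays out. Their median correlation with the other arrays of their own group was 0.966, 0.903 and 0.811 respectively. SRT2104 replicate 3 also carried transcripts of proteins that hepatocytes secrete, with a mean 7.15 log2 units above the mean of SD muscle.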

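In muscle, every SRT2104 sample lay apart from every SD sample along the first principal component, which held 65.3% of the variance over the paper's 12 arrays (difference of the group means, two-sided exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). The second component held 9.86% and did not follow the diets (exact permutation p = 0.714). With all 5 arrays per diet, the first component of muscle held 42.6% and again separated the diets (exact permutation p = 0.00794, the smallest for 5 against 5). The second held 32.0% and did not (exact permutation p = 0.0556). Along that first component, SRT2104 replicate 3 scored 50.9 against 4.77 to 9.81 for the other SRT2104 arrays, and SD replicate 1 scored -24.5 against -15.4 to -12.4 for the other SD arrays. CR replicate 3 belongs to neither diet of this comparison.
In liver, the first component held 32.4% of the variance and did not follow the diets (exact permutation p = 0.651). The second, with 20.3%, placed all SRT2104 livers apart from all SD livers (exact permutation p = 0.00794). The distance between arrays, as the root mean square difference over probes, gave the same order. Arrays of SD and SRT2104 were 1.12 times as far from each other as arrays of the same diet in liver (one-sided exact permutation p = 0.0159). In muscle the ratio was 1.85 over the paper's 12 arrays (one-sided exact permutation p = 0.0286) and 1.43 over all 15 (p = 0.00794, same exact test). The difference between the ratios of the tissues was not tested.

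**Figure D1:**
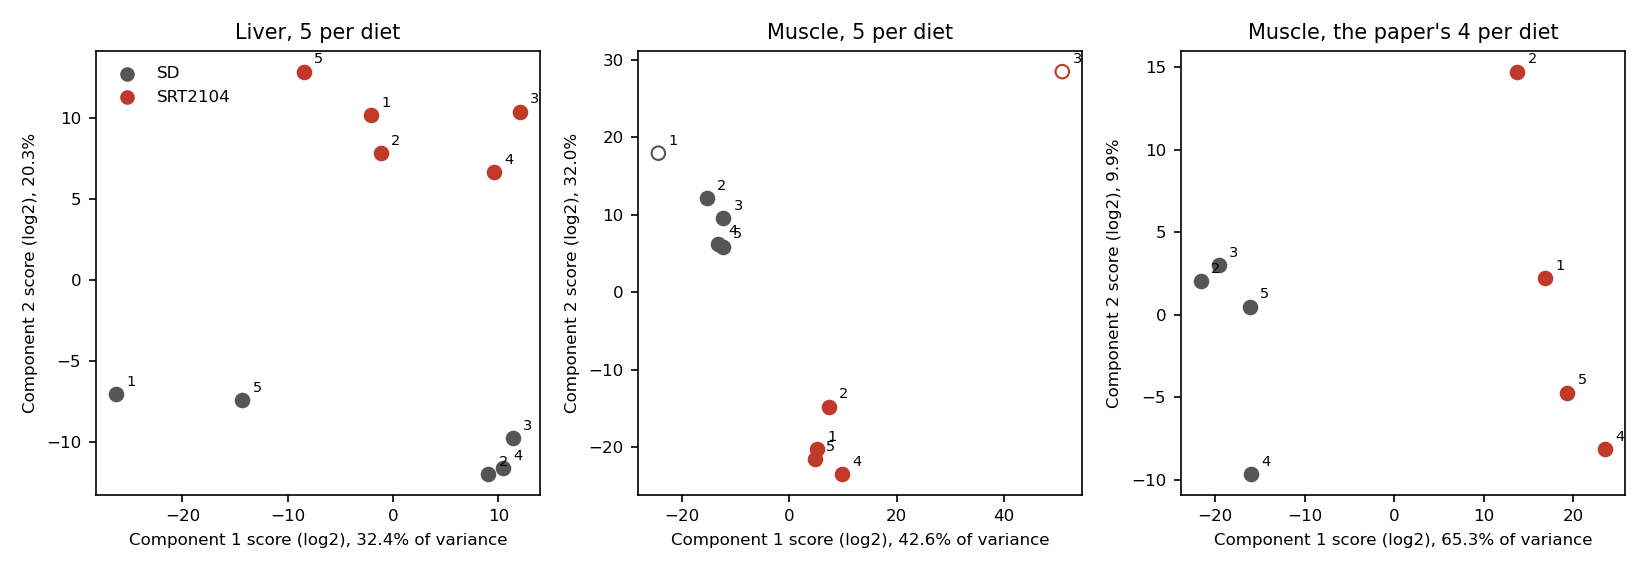
Scores of each SD and SRT2104 array on the first 2 principal components of the log2 signals in liver, in muscle with 5 arrays per diet and in muscle with the paper's 4 arrays per diet, with replicate numbers beside the points and arbitrary signs. Open circles mark SD replicate 1 and SRT2104 replicate 3, and the axis labels give the share of variance, from 65.3% for component 1 of the paper's muscle arrays to 9.86% for component 2.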

Principal component analysis (PCA) showed a distinct separation of both treatment groups, with the effect more pronounced in the muscle tissue (Fig. 2A). 

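In liver, the largest rise on SRT2104 was that of Rgs16, a regulator of G protein signaling, with a log2 signal of 13.61 ± 0.13 against 11.57 ± 0.82 on SD (SD, n = 5 each; 4.12-fold, standard error 0.31 on the log2 scale, adjusted p = 0.00298 from limma). Ccn2, a secreted matrix-associated protein, rose by 1.34 log2 units, the drug-metabolizing cytochrome Cyp1a2 by 1.12 and asparagine synthetase (Asns) by 1.07. The glutamine transporter Slc38a3 rose by 0.81 and Nmrk1, a kinase that makes NAD precursors, by 0.70. The most certain fall was that of Clpx, a subunit of a mitochondrial protease, at 2.39-fold lower (standard error 0.11 on the log2 scale, adjusted p = 1.6e-05 from limma). Lrfn3, a synaptic adhesion protein, had a log2 change of -1.02, the interferon-induced antiviral protein Rsad2 one of -0.90 and the lipid droplet protein Plin5 one of -0.85, although its other probe, at -0.40, did not pass. Insig2, which holds the activator of sterol synthesis in the endoplasmic reticulum, fell on its 3 probes, with log2 changes of -0.59 on the brightest to -1.09. The methyltransferase Bhmt had a log2 change of -1.48 (adjusted p = 0.0478), which was lost in 12 of 15 runs that left out 1 array (adjusted p up to 0.111, without SRT2104 replicate 3), and the call of Asns was lost without SD replicate 1, SD replicate 5 or SRT2104 replicate 5 (adjusted p up to 0.0606).
In muscle, falls were larger than rises. Over the paper's 12 arrays, Pdlim5, a Z-disc protein, was 5.85-fold lower on SRT2104 (standard error 0.14 on the log2 scale, adjusted p = 1.14e-07 from limma) and the membrane protein Itm2a was 4.43-fold lower. Casq1, which stores calcium in the sarcoplasmic reticulum, had a log2 change of -2.07 and Tspan3, a tetraspanin, one of -2.12. With all arrays included, the log2 changes of these 4 genes were -2.51, -2.22, -2.05 and -2.05, and all passed. Among the rises, Chac1, which degrades glutathione, was 2.47-fold higher over the 12 arrays (adjusted p = 0.0113 from limma) and did not pass over all 15 (log2 change 0.75, adjusted p = 0.324), and Preb, a transcription factor of the endoplasmic reticulum, had a log2 change of 0.92 over the 12 and 0.91 over all arrays, passing in both. Dbp and Cish rose as well. On the arrays outside the paper's 12, Pdlim5 stood at a log2 signal of 11.06 on SD replicate 1, 8.70 on SRT2104 replicate 3 and 7.53 on CR replicate 3, and Itm2a at 10.31, 7.81 and 7.46 in the same order.
Probes of a gene could move apart in muscle. Hspa8, a heat shock cognate chaperone, had a log2 change of -3.14 on a dim probe and 0.29 on its brightest. Aup1, a lipid droplet protein, had 1.04 and -0.50, Lsm12, an RNA-binding protein, 1.01 and -0.95, and all of these passed the test over the 12 arrays, the brightest probe of Hspa8 in 6 of 12 runs that left out 1 array (adjusted p up to 0.106, without SD replicate 2). Of 353 genes with 2 probes that both passed there, 62 had opposite directions (17.6%), against 1 of 88 over all 15 arrays, 6 of 304 for CR in liver and 0 of 16 for SRT2104 in liver.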

For both the liver and muscle, the largest changes induced by SRT2104 treatment are presented in Table S5, and the complete dataset is available at http://www.ncbi.nlm.nih.gov/geo/. Notably, transcripts belonging to the cytokine-induced STAT inhibitor (CIS) family were upregulated in the liver [suppressor of cytokine signaling 2 (SOCS2)] and muscle [cytokine-inducible SH2-containing protein (CISH)] of SRT2104-treated mice, consistent with suppression of the inflammatory response. Moreover, within the highest affected transcripts, an upregulation of albumin D-box binding protein (DBP) gene was found across both tissues. 

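Socs2, a suppressor of cytokine and growth hormone signaling, had a log2 signal in SRT2104 livers of 9.38 to 10.92 against 8.12 to 8.60 in 4 of the SD livers and 10.34 in SD replicate 1. Its log2 change was 1.19 and did not pass the adjusted threshold (adjusted p = 0.121 from limma); without SD replicate 1 it was 1.58 (adjusted p = 0.0227). In muscle, Cish, another member of the family and itself induced by STAT5, was 3.51-fold higher on SRT2104 over the paper's 12 arrays (10.23 ± 0.56 against 8.42 ± 0.48 log2 units, SD, n = 4 each; standard error 0.35, adjusted p = 0.00181 from limma). With all 15 arrays its log2 change was 1.43 and did not pass (adjusted p = 0.0706). The arrays outside the 12 had log2 signals of Cish of 10.17 (SD replicate 1), 10.09 (SRT2104 replicate 3) and 11.86 (CR replicate 3), so that SD replicate 1 lay within the range of the SRT2104 arrays. Without SD replicate 1 or CR replicate 3 the remaining 14 arrays gave adjusted p of 0.0268 and 0.0179.
Of 14 measured genes of the SOCS family and STAT5 targets in liver, none passed the test on SRT2104 (limma; 2 higher and 1 lower at an unadjusted p; 0 when adjusted over the list alone), and their mean was 0.21 log2 units higher (two-sided exact permutation p = 0.00794; camera, adjusted p = 0.216). In muscle, 1 of 11, Cish, rose over the 12 arrays. The paper proposes that the rise of both genes goes with a suppression of the inflammatory response.

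**Figure D2:**
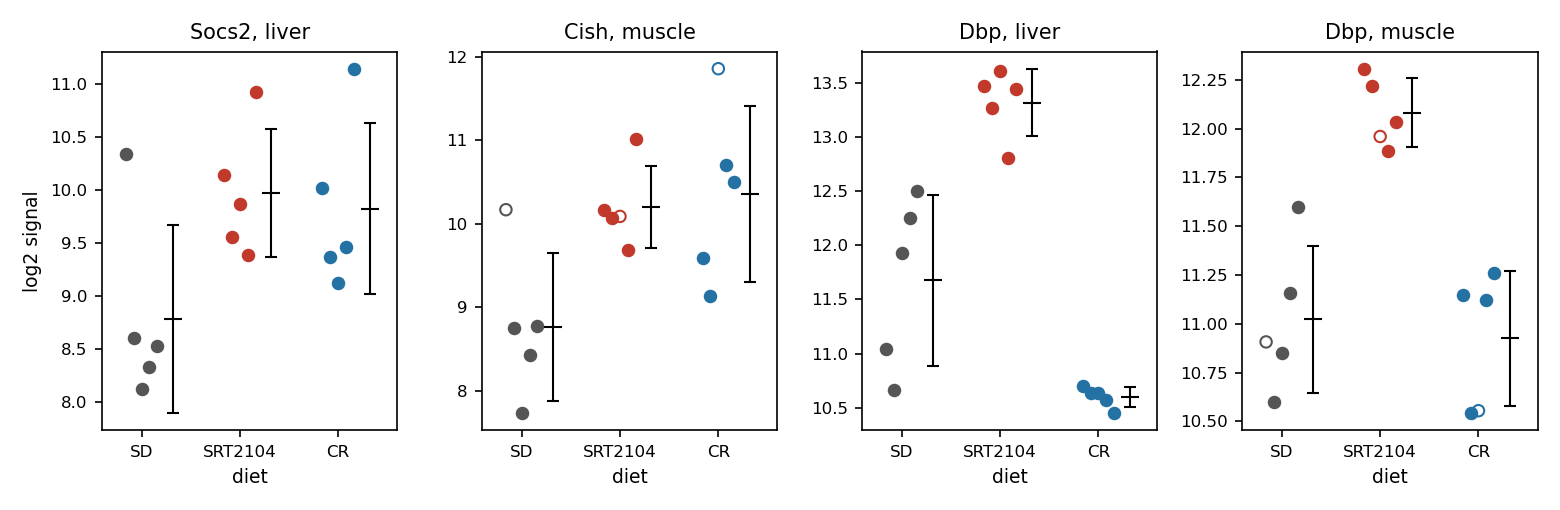
Log2 signal of Socs2 in liver, Cish in muscle and Dbp in both tissues on each array, by diet, with open symbols for the 3 muscle arrays outside the paper's 12 and black bars for the mean ± SD of all 5 arrays. Cish of SD replicate 1 in muscle lies at 10.17, above the 7.74 to 8.77 of the other SD arrays.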

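Dbp, a transcription factor that binds the D-box of the albumin promoter, rose on SRT2104 in both tissues. In liver its log2 signal was 13.32 ± 0.31 on SRT2104 and 11.68 ± 0.79 on SD (SD, n = 5 each), a 3.12-fold difference (standard error 0.27 on the log2 scale, adjusted p = 0.00455 from limma). In muscle it was 12.11 ± 0.19 against 11.05 ± 0.43 (SD, n = 4 each) over the paper's 12 arrays, a 2.09-fold difference (standard error 0.20, adjusted p = 0.00129 from limma). With 5 arrays per diet the log2 change in muscle was 1.06 (adjusted p = 0.00298 from limma), with 10.91 on SD replicate 1 and 11.96 on SRT2104 replicate 3. Each SRT2104 sample exceeded each SD sample in both tissues, and no array left out ended either call. On CR, Dbp of the liver fell, with a log2 change of -1.08 (adjusted p = 0.00682), and in muscle it was -0.03 (adjusted p = 0.955) over the 12 arrays, with 10.56 on CR replicate 3.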

Interestingly, DBP is a clock-controlled gene, whose circadian expression is regulated by SIRT1 (Nakahata *et al*., 2008). 

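Other genes of the circadian clock also differed between SRT2104 and SD. In liver, 4 of 16 measured clock genes rose and 2 fell (8 and 4 when adjusted over the list alone). Arntl, the activator at the centre of the clock, had a log2 change of -0.96 (standard error 0.12, adjusted p = 0.00104 from limma) and its partner Clock one of -0.51. The repressors Per3 and Nr1d1 rose by 0.62 and 0.50. In muscle, over the paper's 12 arrays, 5 of 15 rose and 3 fell (the same counts over the list alone), and over all 15 arrays 3 rose and 2 fell. Arntl was lower here too, with log2 changes of -0.74 over the 12 and -0.87 over all arrays, while the repressor Per2 rose by 0.52 and 0.55 and Ciart by 0.40 and 0.49. The nuclear receptor Rora had a log2 change of -0.80 and Tef, a relative of Dbp, one of 0.70 over the 12 arrays, and neither passed over all 15.
Among all kept probes, 350 of 11065 passed in liver, and 3431 of 10792 in muscle over the 12 arrays and 1162 over all 15. Camera called the clock list in neither tissue (adjusted p = 0.186 in liver, 0.848 in muscle over the 12 arrays and 0.759 over all 15). It tests a shift of the whole list in 1 direction, so it cannot decide on a list whose members moved both ways. Sirt1 itself had a log2 change of -0.08 in liver (adjusted p = 0.669 from limma). In muscle its log2 change was -0.29 (adjusted p = 0.0198 from limma) over the 12 arrays and -0.39 over all 15 (adjusted p = 0.0985), where SD replicate 1 had a log2 signal of 8.66, SRT2104 replicate 3 one of 7.85 and CR replicate 3 one of 8.43. The hour at which tissue was taken is not given in the sources used here.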

To further investigate the effect of SRT2104 in modifying liver and skeletal muscle gene expression, we next performed parametric analysis of gene-set enrichment (PAGE). 

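More transcripts differed between SRT2104 and SD in muscle than in liver, except without a filter on detection. Over the paper's 12 muscle arrays, 3431 of 10792 probes passed an adjusted p under 0.05 in limma, 1887 higher and 1544 lower, and over all 15 arrays 1162, 408 higher and 754 lower. In liver, 350 of 11065 passed, 167 higher and 183 lower. The median absolute log2 change of the called probes was 0.40 in liver and 0.41 in muscle over the 12 arrays. In 36.0% of the muscle probes (12 arrays) the diets did not overlap, against 2.86% by chance with 4 arrays against 4, and in liver in 4.87%, against 0.794% by chance with 5 against 5. The liver count fell to 172 without SRT2104 replicate 3 and to 225 without SRT2104 replicate 2, and the muscle count over all 15 arrays fell to 762 without SD replicate 2, 768 without SRT2104 replicate 1 and 721 without SRT2104 replicate 4, and was 2752 without CR replicate 3. The liver count was 12 with the methods' t-test after Benjamini-Hochberg, 90 with only the diets compared, 140 with neqc, 788 with median scaling and 889 without a filter, where all 15 muscle arrays gave 2188, 2465, 821, 974 and 813.
The effect itself differed between the tissues for 2331 of the 8998 probes kept in both (interaction term of limma, 12 muscle arrays), and for 1629 with all 15. These fits took liver and muscle arrays as independent. With arrays of the same replicate number taken as 1 mouse, 1800 differed with all 15. Across these probes the log2 changes of the tissues were almost unrelated, with r of 0.00794 over the 12 muscle arrays and 0.115 over all 15; probes are not independent replicates. On simulated data of the same size, with probes that varied independently of each other, changes of 0.5 log2 units were recovered in part. The share was 85% in liver, 74% in muscle with 12 arrays and 35% with 15.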

Pathways that were altered by SRT2104 supplementation are graphically represented in Fig. 2B and indicated that the transcriptional effect of SRT2104 was stronger in muscle than in liver. Downregulation occurred for the large majority of the modified pathways in response to SRT2104, which included gene sets such as ‘inflammation’ and ‘mitochondrial metabolism’ (Fig. 2C). 

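In muscle, genes of connective tissue and macrophages were lower on SRT2104, and those of fatty acid oxidation went in both directions. Of 23 measured genes of fibroblasts and the extracellular matrix, 14 fell and 1 rose over the paper's 12 arrays (15 and 1 when adjusted over the list alone). The collagen-binding proteoglycan Lum had a log2 change of -1.43, the calcification inhibitor Mgp -1.32 and the collagen chain Col1a1 -0.85, and over all 15 arrays these were -1.50, -1.44 and -0.94. Of 15 measured macrophage markers, 5 fell and none rose (limma; 0 higher and 7 lower at an unadjusted p; 5 fell when adjusted over the list alone, and 5 over all 15 arrays). The mannose receptor Mrc1 had log2 changes of -1.03 over the 12 and -1.06 over all arrays, and the complement subunit C1qc -1.17 over the 12, passing over all 15 as well. Of 20 genes of mitochondrial fatty acid oxidation, 7 fell and 3 rose over the 12 arrays (10 and 5 when adjusted over the list alone), among them the thiolase Acaa2 at -2.03 and the electron carrier Etfa at -1.18, with the dehydrogenase Acads among the rises at 0.33. Of the 3 other probes of Acaa2, 1 stood at 0.19. When all 15 arrays were used, 2 of the 20 fell, Etfa at -0.88 (not without SD replicate 2 or 3 or SRT2104 replicate 4 or 5, adjusted p up to 0.0542) and the kinase Pdk4 at -1.11, and none rose (limma; 1 higher and 6 lower at an unadjusted p), and Acaa2 did not pass (adjusted p = 0.136).
Of 45 lists tested in muscle, camera called these 3, all lower, over the 12 arrays (fibroblast and matrix genes, adjusted p = 1.88e-06, macrophage markers, 0.000975, fatty acid oxidation, 0.0472). With an estimated correlation, each had an adjusted p = 0.982. The call for fatty acid oxidation was lost in 9 of 12 runs that left out 1 array, with adjusted p up to 0.16 (without SD replicate 2), with the deposited scores (0.260), with detection required on all arrays (0.379), and over all 15 arrays (0.157). With 5 arrays per diet, camera called fibroblast and matrix genes (adjusted p = 1.02e-08) and macrophage markers (0.00266) as lower, and genes of amino acid metabolism as higher (0.0135), the last not without SRT2104 replicate 3 (0.101) or CR replicate 3 (0.102). With an estimated correlation these 3 had adjusted p = 0.772, 0.978 and 0.978. In liver, 7 of 44 lists were called, 6 higher and 1 lower (1 and 2 with median scaling), and with an estimated correlation the lowest adjusted p of any list was 0.588. By PAGE at a p under 0.05, 4 lists were higher and 12 lower in muscle over the 12 arrays, 8 and 6 over all 15, and 12 and 8 in liver (8 and 16 with median scaling).
Of the lists of other cell types, muscle expressed 23 of 28 fibroblast genes and 15 of 27 macrophage markers, and 1 gene of each is also in another list. Over the 12 arrays the mean of the adipocyte markers differed by -0.55 and that of the endothelial markers by 0.17 log2 units between SRT2104 and SD (two-sided exact permutation p = 0.0286 each). The mean of the hepatocyte-secreted proteins was 0.43 higher on SRT2104 over the same arrays (camera, adjusted p = 0.318). On the arrays outside the paper's 12, the mean of the fibroblast list relative to SD was 0.06 on SD replicate 1, -0.85 on SRT2104 replicate 3 and -0.33 on CR replicate 3, that of the macrophage list 0.01, -0.11 and 0.25, and that of fatty acid oxidation -0.25, 0.02 and -0.83.

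**Figure D3:**
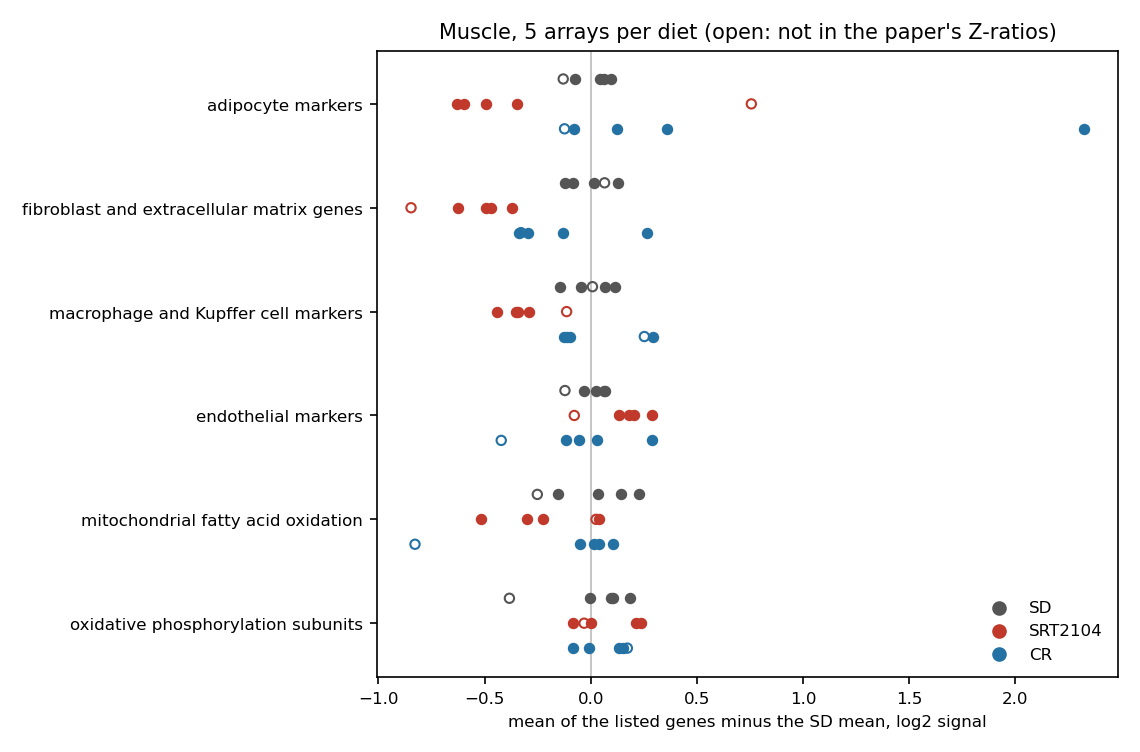
Mean log2 signal of each of 6 gene lists on each muscle array, relative to the mean of the 5 SD arrays and colored by diet, with open circles for the 3 arrays outside the paper's 12. On SRT2104 the fibroblast and matrix list lies between -0.85 and -0.37, whereas 1 CR array, replicate 2, reaches 2.32 on the adipocyte list.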

The interpretation of microarray data has benefited from comparison with the effects of calorie restriction (CR). Among the top twenty genes whose expression was modified by SRT2104, more than 70% (14/20) were responsive to CR in the liver but less than 40% (8/20) in skeletal muscle (Table S5). 

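In liver, 14 of the 19 Table S5 genes and probes tested also changed on CR (limma; 15 at an unadjusted p), 7 higher and 7 lower, and 9 of them had changed on SRT2104 in the same direction. The rises on CR were Rgs16, Ccn2, Txnip, the deubiquitinase Usp2, the transcription factors Egr1 and Hhex and the stress gene Gadd45a, and the falls were those of both probes of Clpx, Insig2, Lrfn3, Rsad2, Elovl3 and Dbp. Dbp passed on both diets with opposite signs, and Gadd45a had a log2 change of 0.97 on CR and -0.87 on SRT2104 (adjusted p = 0.0968 from limma). In muscle, over the paper's 12 arrays, 1 of 14 tested changed on CR, Cish (5 at an unadjusted p). With all 15 arrays 0 of 14 did by limma (1 at an unadjusted p), 2 with array weights and 1 by an absolute Z-ratio of at least 1.5 with the methods' t-test. The same Z-ratio and t-test on the deposited scores over the 12 arrays, chosen after the values were seen, called 6, Cish, Hnrnpl, Gart, Hspa8, Tspan3 and Ppp1ca. Table S5 was drawn up from these arrays, and all comparisons share the SD arrays.
Across all probes of the liver, the log2 changes on SRT2104 and CR had r = 0.277, where simulated unchanged groups against the same SD arrays gave 0.499. Their covariance was 0.0158 against 0.00721 in the simulation, and with the SD arrays split between the comparisons r was 0.0874 on average (20 splits, -0.199 to 0.239). In muscle r was 0.184 over the 12 arrays (simulated 0.501, covariance 0.0127 against 0.00805, split 0.105) and 0.368 over all 15 (simulated 0.505, covariance 0.0356 against 0.0229, split 0.267). Probes are not independent replicates.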

The gene encoding Txnip, a negative regulator of mTORC1-mediated protein translation (Jin *et al*., 2011), was upregulated in the liver of SRT2104- and CR-treated mice, whereas the hepatic expression of *Elovl3*, encoding a condensing enzyme that provides precursors for ceramide synthesis (Park *et al*., 2010), was significantly lower in response to Sirt1 induction by SRT2104 or CR. Moreover, *Cish* expression in the mouse muscle was upregulated by CR, with a Z-ratio of 11.58 (Table S5). 

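Txnip, which binds and inhibits thioredoxin, had a log2 change in liver of 1.13 on SRT2104 (adjusted p = 0.00879 from limma) and 1.10 on CR (adjusted p = 0.00101). Its log2 signals were 10.69 to 11.57 on SRT2104 and 10.80 to 11.58 on CR against 9.71 to 10.79 on SD. SRT2104 replicate 4 was the lowest of its group and overlapped the SD livers. The log2 change of Txnip on SRT2104 in muscle minus that in liver was -0.83 over the paper's 12 muscle arrays (interaction term of limma, adjusted p = 0.0349) and -0.85 over all 15 (adjusted p = 0.0368), with log2 signals of 11.52 on SD replicate 1, 11.75 on SRT2104 replicate 3 and 9.38 on CR replicate 3.
Elovl3, a fatty acid elongase, was lower in the liver on both diets. Its log2 change was -0.89 on SRT2104 (adjusted p = 0.0102 from limma) and -2.02 on CR, 4.07-fold lower (standard error 0.17, adjusted p = 6.68e-07 from limma). With neqc it was -0.96 on SRT2104 and the call was lost (adjusted p = 0.0537, against a lowest of 0.00194 over its alternatives). Its log2 signals were 7.89 to 8.57 on CR, below every liver of the other diets, and 9.04 to 9.95 on SRT2104 against 9.90 to 10.61 on SD, where SRT2104 replicate 4 lay above the lowest SD liver. Of 22 measured genes of fatty acid and triglyceride synthesis, 2 rose on SRT2104, the carboxylase Acaca by 0.60 and the desaturase Fads1 by 0.42, and Elovl3 fell (7 and 2 when adjusted over the list alone). Acaca and Fads1 each passed in 11 of 15 runs that left out 1 array (adjusted p up to 0.0593, without SRT2104 replicate 2, and 0.0654, without SD replicate 5). The list was called higher by camera (adjusted p = 0.00622; adjusted p = 0.831 with an estimated correlation), a call lost with median scaling (adjusted p = 0.418, against a lowest of 1.61e-05 over 7 other scalings and filters).

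**Figure D4:**
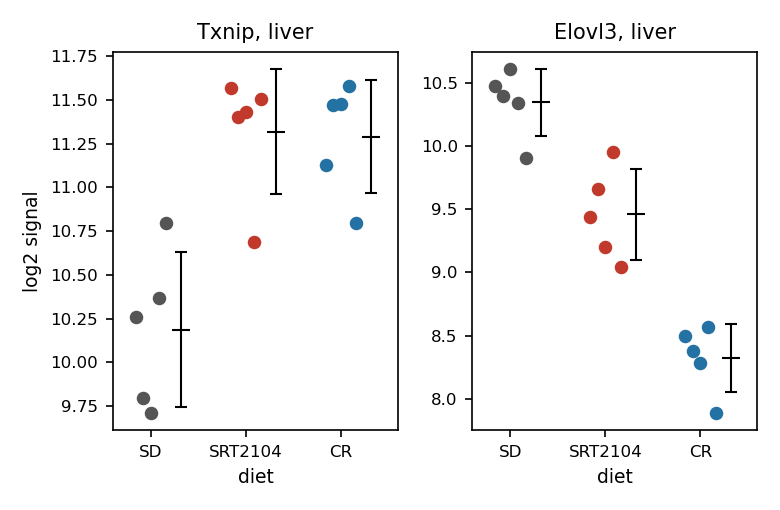
Log2 signal of Txnip and Elovl3 on each liver array, by diet, with black bars for the mean ± SD of the 5 arrays. The CR livers lie between 7.89 and 8.57 for Elovl3, below the 9.90 to 10.61 of the SD livers.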

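On CR, Cish of muscle had a log2 signal of 9.98 ± 0.74 (SD, n = 4) over the paper's 12 arrays, a log2 change of 1.56 from SD (standard error 0.35, adjusted p = 0.0405 from limma). The call held in 3 of 12 runs that left out 1 array and reached an adjusted p of 0.120 without SD replicate 3. With all arrays the log2 change was 1.58 and did not pass (adjusted p = 0.228 from limma), with CR replicate 3 and SD replicate 1 each above the other arrays of their group. Of 11 measured genes of the SOCS family and STAT5 targets in muscle, Cish alone rose on CR over the 12 arrays (4 when adjusted over the list alone), and the mean of the list was 0.31 higher (two-sided exact permutation p = 0.0286). In liver, Cish rose on CR by 2.03 log2 units, and 7 of 14 genes of that list rose and none fell (limma; none at an unadjusted p; 9 rose when adjusted over the list alone), among them Igf1 at 0.37 and its serum carrier Igfals at 0.58.
Among other genes of muscle on CR, the clock repressor Nr1d1 was 3.11-fold lower (standard error 0.13, adjusted p = 0.000114 from limma) over the 12 arrays, and G0s2, an inhibitor of lipolysis, 3.62-fold higher (standard error 0.28, adjusted p = 0.00609). Per2 had a log2 change of 1.02 and the stress gene Ier3 one of 1.15. These log2 changes were -1.66, 1.73, 1.15 and 1.36 over all 15 arrays, all past the threshold, that of G0s2 lost in 9 of 15 runs that left out 1 array (adjusted p up to 0.101, without SD replicate 4). In all, 219 probes passed over the 12 arrays, 48 higher and 171 lower, a count that fell to 79 without SD replicate 2, 92 without SD replicate 3 and between 124 and 139 without SD replicate 4 or 5 or CR replicate 1. With all arrays 49 passed, and 11 without SD replicate 2, 21 without SD replicate 3, 20 without SD replicate 4, 32, 31 and 17 without CR replicates 2, 4 and 5.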

There were 81 and 76 gene sets that were significantly modified by SRT2104 and CR, respectively, in mouse liver when compared to SD-fed animals. Of these, 39 gene sets were shared with the majority (25/39) being downregulated by both interventions (Fig. 2D). 

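In liver, lists of related genes that moved on both diets did so in either direction. Ribosomal proteins and proteins secreted by hepatocytes were called higher by camera on SRT2104 and on CR, and interferon-stimulated genes lower on both. With an estimated correlation the adjusted p on SRT2104 and CR were 0.759 and 0.329 for ribosomal proteins and 0.588 and 0.589 for hepatocyte-secreted proteins. Among the 32 measured interferon-stimulated genes, 3 fell on SRT2104 and 9 on CR, with 0 and 1 rises (7 lower and 1 higher, and 10 lower and 1 higher, when adjusted over the list alone). The antiviral protein Rsad2 had a log2 change of -1.08 on CR, the ubiquitin-like Isg15 -0.55 on SRT2104 and -0.75 on CR, and its protease Usp18 -1.11 on CR. Macrophage and Kupffer cell markers had a mean log2 change of -0.20 (two-sided exact permutation p = 0.0476), with 7 of 20 falling and 1 rising, against -0.06 on SRT2104 (exact permutation p = 0.484). T and B lymphocyte markers had means of -0.26 on CR and -0.20 on SRT2104 (exact permutation p = 0.238 and 0.270), and none of 5 passed on CR (limma; 3 lower at an unadjusted p). The interferon list passed with an adjusted p of 0.00622 on SRT2104 and 0.00712 on CR (adjusted p = 0.831 and 0.823 with an estimated correlation). Without SD replicate 1 both calls were lost (adjusted p = 0.0774 and 0.0585), as they were with median scaling (0.0905 and 0.0501, the highest over 7 other scalings and filters, with 0.000126 and 6.14e-05 the lowest). Median scaling also turned the mean of the ribosomal proteins on SRT2104 to -0.02 (adjusted p = 0.671), and the calls of hepatocyte-secreted proteins were lost with neqc on SRT2104 (adjusted p = 0.596) and on CR (0.18), with quantile normalization on both (0.594 and 0.159) and with median scaling on CR (0.198), against lowest values of 5.43e-14 and 8.48e-07.
By camera, 7 of 44 lists were called on SRT2104, 9 on CR and 3 on both, and with an estimated correlation the lowest adjusted p of any list was 0.588 on SRT2104 and 0.175 on CR. By PAGE, 20 and 19 passed, and of the 13 that did so on both diets 6 were higher, 5 lower and 2 opposite. The opposite ones were cholesterol biosynthesis and PPARalpha targets. Cholesterol genes had a mean log2 change of 0.22 on SRT2104 with none of 18 past the test (limma; 3 higher at an unadjusted p), and on CR 6 fell and 1 rose with a mean of -0.37. Their camera call on SRT2104 (adjusted p = 0.0346; adjusted p = 0.831 with an estimated correlation) was lost without SRT2104 replicate 1 (adjusted p = 0.322), without SD replicate 1 (0.117), 4 (0.314) or 5 (0.102), with median scaling (0.286) and without a filter on detection (0.0725), the lowest being 0.00101 with the deposited scores. At the level of probes, 160 were called on both diets in the same direction, 75 higher and 85 lower, against 46.7 for independent lists, and 22 in opposite directions against 46.8. Simulated unchanged groups gave 0 in the same direction. That was bound to be so, as they yield hardly any calls to share, and it does not gauge the effect of the shared SD arrays. The 160 became 81 without SRT2104 replicate 3 (33 higher and 48 lower), 62 with neqc, 87 with quantile normalization, 49 with only the diets compared in the fit, 285 without a filter and 356 with median scaling. Lower ones no longer prevailed without SRT2104 replicate 2 (56 higher and 55 lower), with neqc (32 and 30) or with limma's trend and robust options (87 and 79). With the SD arrays split between the comparisons, 44 on average were shared in the same direction (7 to 129 over 20 splits). Independent lists gave 22.7 (2.06 to 157). In opposite directions 31.95 were shared on average (1 to 270).

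**Figure D5:**
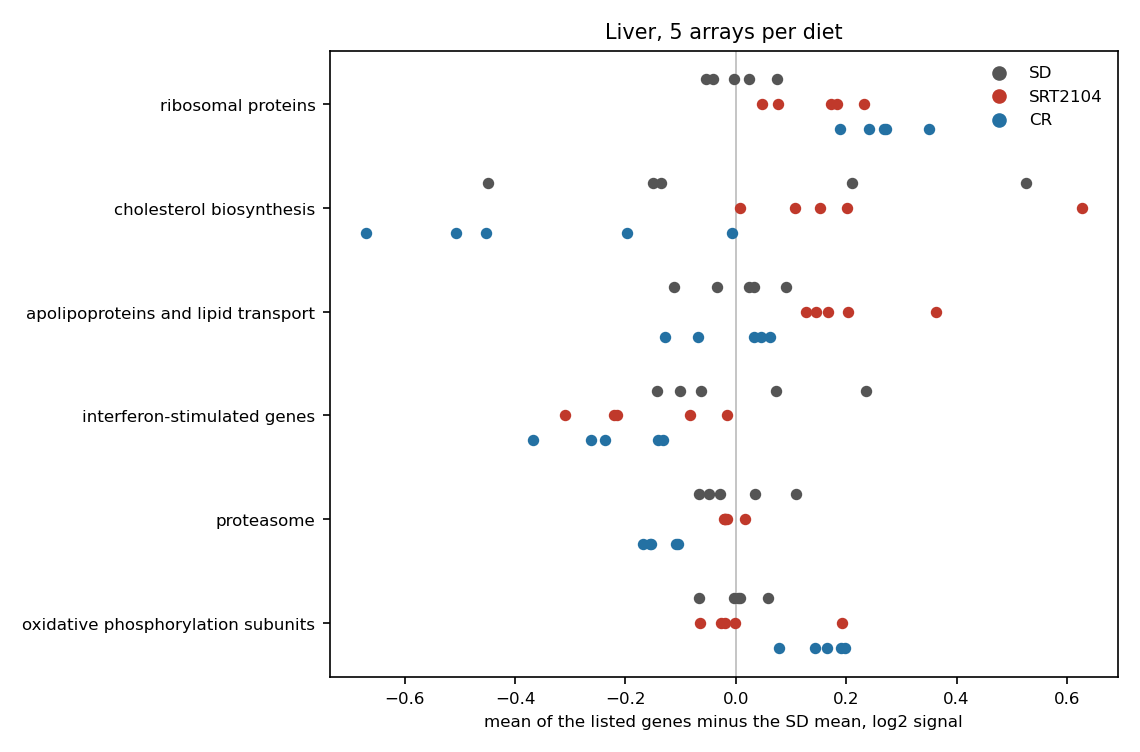
Mean log2 signal of each of 6 gene lists on each liver array, relative to the mean of the 5 SD arrays and colored by diet. The mean difference from SD is 0.14 on SRT2104 and 0.26 on CR for ribosomal proteins, and 0.22 and -0.37 for cholesterol biosynthesis.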

Mouse skeletal muscle had more than 158 and 90 gene sets that were significantly affected by SRT2104 and CR, respectively, of which 37 gene sets were shared. Interestingly, ~32% (12/37) of these pathways were downregulated by both interventions, while ~65% (24/37) were reciprocally altered by CR and SRT2104 (Fig. 2D). 

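In muscle, few lists passed on both diets. Over the paper's 12 arrays, PAGE called 16 of 45 lists on SRT2104 and 19 on CR, and of the 5 called on both 1 was higher on both, proteins secreted by hepatocytes, 1 lower on both, fibroblast and matrix genes, and 3 opposite. The opposite lists, lower on SRT2104 and higher on CR, were adipocyte markers, fatty acid and triglyceride synthesis, and slow muscle fiber genes. With 5 arrays per diet 14 and 21 passed and 9 did on both, 5 higher, 3 lower and 1, adipocyte markers, opposite. Camera called 4 lists on CR over the 12 arrays, all higher (fatty acid synthesis, xenobiotic enzymes, hepatocyte-secreted proteins and adipocyte markers; 12 at an unadjusted p, 0 by fry), and none of these on SRT2104. With an estimated correlation each of the 4 had an adjusted p = 0.880. The number over the 12 was 8 without SD replicate 5 and 2 without CR replicate 2. With all arrays it called 0 on CR (10 at an unadjusted p, 0 by fry), but 9 without CR replicate 3 (8 higher and 1 lower), 4 without SRT2104 replicate 3, 3 without SD replicate 5 and 1 without CR replicate 2, and up to 6 with other scalings and filters (median scaling, 1 higher and 5 lower).
Each of these 4 calls was lost without CR replicate 2. The adipocyte list then had a mean log2 change of 0.10 instead of 0.65 (camera, adjusted p = 0.683 instead of 0.0273), that of hepatocyte-secreted proteins had an adjusted p of 0.146, that of xenobiotic enzymes 0.0624 and that of fatty acid synthesis 0.509, and 1 list instead of 3 was opposite. The call for hepatocyte-secreted proteins was also lost without SD replicate 2 (0.0510) or CR replicate 1 (0.0693), and that for fatty acid synthesis without SD replicate 4 (0.0948). The adipocyte call was also lost with detection on all arrays (0.17) and that of xenobiotic enzymes without a filter (0.165), the lowest being 0.017 and 0.0144. No single member of these 4 lists passed the test on CR over the 12 arrays (limma; up to 7 higher at an unadjusted p, of 14 xenobiotic enzymes). Muscle expressed 13 of 21 adipocyte markers, of which other lists hold 4 of the 21, and 10 of 22 hepatocyte-secreted proteins, 9 of which are shared with other lists.
At the level of probes, 95 were called on both diets in the same direction over the 12 arrays, 25 higher and 70 lower, against 32.9 for independent lists, and 20 in opposite directions against 36.8. The 95 became 36, 41, 62 and 61 without SD replicates 2, 3, 4 and 5 and 63 without CR replicate 4, and the 20 became 6, 7, 11 and 7 without those SD replicates and 13 without SRT2104 replicate 1 or CR replicate 1. For 5 arrays per diet these were 19 against 3.23 and 2 against 2.04. The 19 became 3, 7, 7 and 12 without SD replicates 2, 3, 4 and 5, 11, 39 and 5 without CR replicates 2, 3 and 5, and 142 with array weights. When the SD arrays of the 12 were split between the comparisons, 15 were shared in the same direction on average against 3.90 for independent lists. In opposite directions 3.5 were shared on average (2 to 5).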

The complete list of overlapping gene sets is presented in Table S6 (liver) and Table S7 (muscle). Among the gene sets that were modified in the same direction in liver included ‘Ribosomal_proteins’ and ‘Ceramide_Pathway’, whereas reciprocal regulation of gene sets by CR and SRT2104 in muscle included ‘Boquest_CD31plus_vs_CD31minus_Up’, ‘Stemcell_Neural_Up’, and ‘Iglesias_E2Fminus_Up’ (Fig 2E). 

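With every array scaled to the same SD, ribosomal protein genes were higher in the liver on both diets. Of 54 measured, 7 rose on SRT2104 and none fell (17 and 2 when adjusted over the list alone), and 31 rose on CR and none fell (33 and 0). Rps6 had a log2 change of 0.40 on SRT2104 (adjusted p = 0.0161 from limma) and Rpl7a one of 0.34, and Rps3 rose by 0.70 on CR (adjusted p = 7.02e-06). The mean of the list was 0.14 higher on SRT2104 (two-sided exact permutation p = 0.0159) and 0.26 higher on CR (p = 0.00794, same exact test). Camera gave adjusted p of 3.86e-08 and 6.21e-10, and with an estimated correlation adjusted p = 0.759 and 0.329. With median scaling the mean on SRT2104 was -0.02 and the call was lost, while that on CR kept its direction at 0.13. Before scaling, the SD of the natural log signals of single arrays was 1.21 to 1.25 in SD livers. It was 1.12 to 1.19 in SRT2104 and 1.16 to 1.19 in CR livers. Scaling all arrays to the same SD thus stretches bright signals of both diets upwards against SD. Median scaling leaves the SDs as they were, and there the rise on SRT2104 was absent and that on CR smaller. It also centres on the median instead of the mean, so the part of the SD alone was not separated.
Genes of ceramide and sphingolipid metabolism changed in the liver on CR. Of 18 measured, 6 fell, among them the sphingomyelinase Smpd1 at -0.44 and the ceramide kinase Cerk at -0.53, and 2 rose, the glucosylceramide synthase Ugcg by 0.55 and Sptlc1, a subunit of the first enzyme of the pathway, by 0.22 (the same counts when adjusted over the list alone). On SRT2104 none of the 18 passed (limma; 2 higher and 2 lower at an unadjusted p; 1 lower when adjusted over the list alone). Camera called this list on neither diet (adjusted p = 0.769 on SRT2104 and 0.182 on CR), nor did PAGE (Z = -0.45 and -1.96).
In muscle, endothelial markers, the class of genes to which CD31 (Pecam-1) belongs, were higher on SRT2104 over the paper's 12 arrays. Of 21 measured among 23 listed, none of them in another list, 5 rose and 1 fell (the same counts when adjusted over the list alone), with the water channel Aqp1 at 0.50 and the secreted factor Egfl7 at 0.71. Their mean was 0.17 higher (two-sided exact permutation p = 0.0286; PAGE p = 0.0441; camera adjusted p = 0.408). On CR none passed (limma; 1 higher and 2 lower at an unadjusted p), with a mean of 0.01 and a median of -0.03 (two-sided exact permutation p = 0.971). With all 15 muscle arrays 1 rose on SRT2104 and none fell (limma; 3 and 0 at an unadjusted p), and the list mean on the arrays outside the 12 was -0.12 for SD replicate 1, -0.08 for SRT2104 replicate 3 and -0.42 for CR replicate 3. The members of the neural stem cell and E2F gene sets were not used here. Of 16 cell cycle genes in muscle, 1 rose (the mitotic kinase Aurka, by 0.48) and 2 fell (Ccne2, -0.25, and Mcm4, -0.30) on SRT2104 over the 12 arrays, named after their values were seen, and camera did not call that list (adjusted p = 0.984).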

Resident muscle stem cell side population as defined as CD31 (Pecam-1) negative lineage (Motohashi *et al*., 2008) might be reciprocally affected by SRT2104 or CR (Schmuck *et al*., 2011).

**Figure 2:**
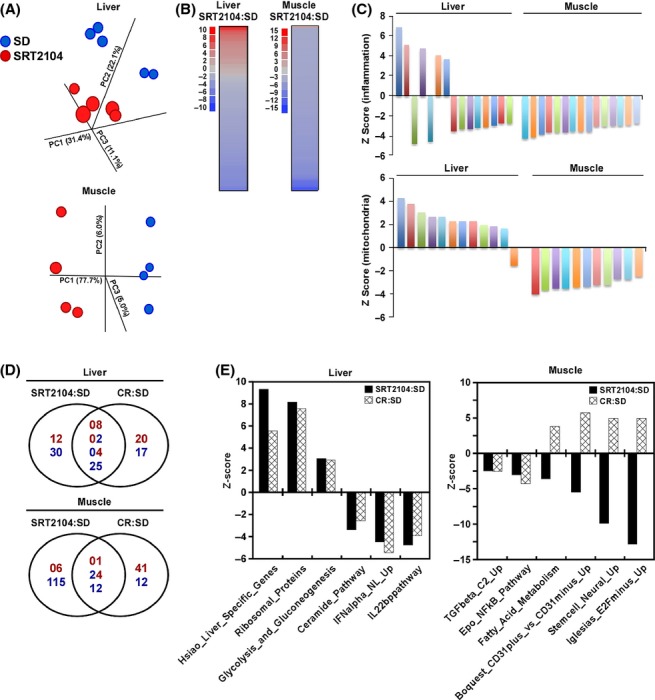
SRT2104 changes the gene expression profile differently in liver and muscle. (A) Principal component analysis (PCA) was performed on liver and muscles tissues of mice fed a SD or SD supplemented with SRT2104. (B) Parametric analysis of gene-set enrichment (PAGE) analysis was performed on microarray data from mice fed a SD or subjected to SRT2104. Columns show pathways significantly upregulated (red) or downregulated (blue) by SRT2104 treatment. See also Tables S5–S7. (C) Effect of SRT2104 on inflammatory and mitochondrial-related pathways from the PAGE analysis for liver and skeletal muscle. (D) Venn diagrams of overlapping gene sets significantly modified by SRT2104 vs. calorie restriction (CR). Upregulated gene sets are depicted in red and the downregulated gene sets in blue. (E) Effect of SRT2104 and CR on select gene sets from mouse liver and muscle. The list of the significantly modified gene sets can be found in Tables S6 and S7. SD, standard diet.

The effect of SRT2104 resulted in an overall downregulation of inflammatory pathways in the muscle, while being more complex in the liver. Nevertheless, the expression profile of several genes controlled by the pro-inflammatory NF-κB transcription factor exhibited a pattern that was largely comparable between SRT2104 and CR treatment in liver (Table S8) and muscle (Table S9). 

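In muscle on SRT2104, single genes of inflammation passed the test in both directions. Over the paper's 12 arrays, 1887 of all 10792 probes were higher and 1544 lower. The cytokine, interferon and acute-phase lists below had no larger a share of calls. The eosinophil attractant Ccl11 had a log2 change of -0.92 over the paper's 12 arrays and -1.08 over all 15, and Ccl9 and the lymphoid chemokine Ccl21a were lower by -0.71 and -0.45 over the 12. Of 18 measured cytokines and chemokines, 3 fell and 1 rose, Ccl27a by 0.38 (the same counts when adjusted over the list alone), and over all 15 arrays 1 fell. Of 23 interferon-stimulated genes, 2 rose and none fell (limma; 1 rose when adjusted over the list alone), Irgm1 by 0.62 and Bst2 by 0.36. Of 11 acute-phase genes, 1 rose, the heme carrier Hpx by 0.30. Camera called none of these 3 lists over the 12 arrays (adjusted p = 0.806, 0.975 and 0.408). The cytokine list had a mean of -0.06 and a median of 0.03.
In liver, 3 interferon-stimulated genes fell on SRT2104, the third being the RNA sensor Dhx58 with a log2 change of -0.42, whose call was lost without SD replicate 1 or 3 or SRT2104 replicate 1, 3 or 4 (adjusted p up to 0.0839, without SRT2104 replicate 3). None of 19 cytokines and chemokines passed (limma; 2 higher and 1 lower at an unadjusted p; camera, adjusted p = 0.681). Of 25 acute-phase genes, 1 rose, Hpx by 0.57 on its brightest probe and 0.05, not passing, on the other, and none fell (limma; 3 higher and 3 lower at an unadjusted p; 3 and 1 when adjusted over the list alone). The mean of that list was -0.16 and its median -0.03, while camera placed it up (adjusted p = 0.769) and PAGE down (Z = -3.96). None of 20 macrophage markers passed in liver (limma; 0 higher and 1 lower at an unadjusted p; camera, adjusted p = 0.507).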

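In liver, most of the NF-κB target genes of Table S8 had the same sign on SRT2104 and CR. Of 17 with a named probe, 15 had the same sign, 14 passed on CR and 5 on SRT2104 (limma). On CR the iron-binding acute-phase protein Lcn2 had a log2 change of -3.66 (adjusted p = 0.00242), serum amyloid Saa1 -2.22 and the cell cycle inhibitor Cdkn1a -1.82, whereas the immediate-early factor Fos rose by 2.25 and the cytokine Il1b by 0.95. On SRT2104, apolipoprotein Apoc3 rose by 0.63 and the sterol exporter Abcg8 by 0.62, and the histone demethylase Kdm6b had a log2 change of -0.46. Both Prkaca, a protein kinase A subunit, at -0.34 and -0.40, and Apoc3 passed on both diets with the same sign, and Abcg8, whose call on SRT2104 was lost without SRT2104 replicate 3 (adjusted p = 0.0547), was lower on CR at -0.49.
In muscle, 9 of 13 genes of Table S9 had the same sign on both diets. Over the paper's 12 arrays 9 passed on SRT2104, 2 higher and 7 lower, and 3 on CR. Cdkn1a was lower on both diets, with log2 changes of -0.77 and -1.17 (that on CR in 6 of 12 runs that left out 1 array, adjusted p up to 0.0941, without SD replicate 3), and the stress gene Ier3 higher, by 0.60 and 1.15. The detoxifying enzymes Gstp1 and Nqo1 had log2 changes of -0.76 and -0.59 on SRT2104, although 2 other probes of Gstp1, at 0.06 and 0.13, did not pass, and the NF-κB feedback gene Gadd45b -1.10 on CR. Over all 15 arrays 2 passed on SRT2104, Ier3 at 0.64 and Nqo1 at -0.62, and 2 on CR, Ier3 at 1.36 and Gadd45b at -1.04. The log2 signals of Ier3 on the arrays outside the 12 were 8.62 (SD replicate 1), 9.42 (SRT2104 replicate 3) and 10.82 (CR replicate 3). The study chose both tables, so neither count is independent evidence of a direction, and both diets were set against the same SD arrays.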

As anticipated, SRT2104 supplementation significantly lowered serum TNF-α and MCP-1 levels as compared to controls (6.1 ± 0.7 vs. 3.9 ± 0.5 and 72.0 ± 8.9 vs. 47.9 ± 8.9 pg mL^−1^, respectively; *P* < 0.05).

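Mitochondrial genes hardly moved in liver on SRT2104. In muscle, single ones moved both ways over the paper's 12 arrays, where 1887 of all 10792 probes were higher and 1544 lower. Probes of one gene could also move apart there, as 62 of 353 genes of any kind with 2 passing probes had opposite directions. In liver, 2 of 69 subunits of oxidative phosphorylation rose, Ndufa6 of complex I by 0.35 and Atp5b of the ATP synthase by 0.33, and none fell (limma; 8 higher and 5 lower at an unadjusted p; 1 rose when adjusted over the list alone). None of 19 genes of the tricarboxylic acid cycle passed (limma; 0 higher and 2 lower at an unadjusted p) and none of 19 of fatty acid oxidation (2 higher and 3 lower at an unadjusted p). Of 27 genes of mitochondrial biogenesis and protein import, 1 fell, the protease subunit Clpx, and their mean was -0.08 (two-sided exact permutation p = 0.00794).
In muscle, over the paper's 12 arrays, 8 of 71 subunits of oxidative phosphorylation rose and 10 fell (7 and 10 when adjusted over the list alone). That is no larger a share than among all probes. Ndufv3 and Atp5e rose by 0.60 each, and Atp5pb and Ndufc2 had log2 changes of -1.93 and -1.03. In the tricarboxylic acid cycle and pyruvate oxidation, Ogdh rose by 0.62 and Pdhb had -1.47. The coactivator Ppargc1a, a driver of mitochondrial biogenesis, had -0.56 and the mitochondrial transcription factor Tfam -0.60, while the import receptor Tomm22 rose by 0.62. Over all 15 arrays Tfam (-0.66) and Pdhb (-1.40) passed and Ppargc1a did not (-0.52, adjusted p = 0.0762 from limma), and 0 of the 71 subunits passed (limma; 4 higher and 5 lower at an unadjusted p), and their list mean was -0.38 on SD replicate 1, -0.03 on SRT2104 replicate 3 and 0.17 on CR replicate 3.
Camera called neither oxidative phosphorylation nor the tricarboxylic acid cycle in liver (adjusted p = 0.458 and 0.627) or in muscle over the 12 arrays (0.761 and 0.952) or all 15 (0.962 and 0.970). The mean of the subunits in muscle was 0.00 and their median 0.11 over the 12 arrays, with camera down. A difference of these lists between the tissues was not tested. On CR, 24 of 69 subunits rose in liver and 1 fell (24 and 3 when adjusted over the list alone; camera, adjusted p = 0.000352; adjusted p = 0.805 with an estimated correlation, 0.0903 with neqc, 0.0899 with quantile normalization, 0.99 with median scaling and 4.6e-08, the lowest, without a filter), with Sdhd of complex II at 0.70 and Ndufb9 at 0.65.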

Intriguingly, a reciprocal pattern of expression of genes related to mitochondrial metabolism was observed between the liver and muscle, indicating that the effects of SRT2104 were tissue-specific. In agreement with the microarray data, transmission electron microscopy revealed higher mitochondrial content in the liver of SRT2104-fed mice (Fig. 3A), which correlated with increased citrate synthase activity (Fig. 3B). In contrast, mitochondrial size was significantly higher in muscle of SRT2104-fed mice despite no change in citrate synthase activity (Fig. 3A,B). In both liver and muscle, expression of subunits of ETC protein complexes was either unaltered or slightly downregulated after SRT2104 treatment (Fig. S2).

**Figure 3:**
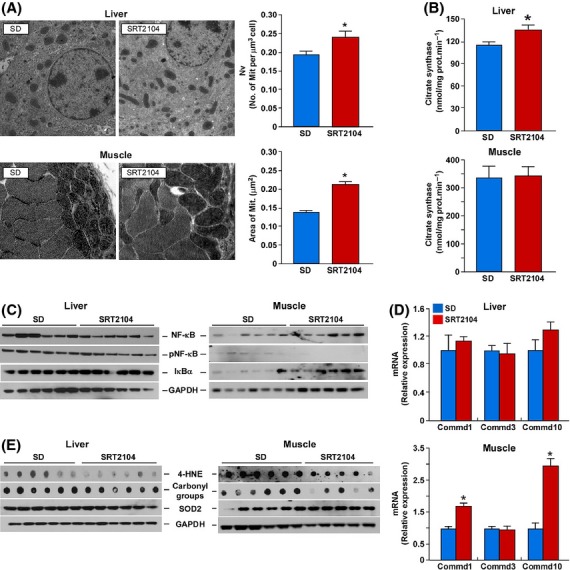
SRT2104 treatment increases mitochondrial content and suppresses the inflammatory response. (A) Representative transmission electron micrographs of liver and muscle, and the respective mitochondrial quantification. (B) Citrate synthase activity. (C) Representative immunoblots from inflammatory markers in liver and muscle tissues. (D) mRNA levels of COMMD genes assessed by quantitative real-time PCR. Relative expression values were normalized to SD-fed mice. (E) Representative immunoblots from oxidative stress markers in liver and muscles. Data are shown as mean ± SEM. *P < 0.05 compared with SD-fed mice.

The anti-inflammatory effects of SRT2104 that were observed in SD-fed mice correlated with defect in NF-κB-induced gene expression (Table S8). 

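Beyond the tabulated targets, the components of the NF-κB pathway themselves moved little on SRT2104. In liver, 1 of 19 measured fell, Bcl3, a nuclear IκB protein that binds NF-κB subunits, with a log2 change of -0.65 (limma; 4 lower and none higher at an unadjusted p; 1 lower when adjusted over the list alone). The mean of the 19 was -0.07 (two-sided exact permutation p = 0.00794; camera, adjusted p = 0.398). Among the targets of Table S8, Lcn2 had a log2 change of -1.42 (adjusted p = 0.329), Saa1 -0.56 (adjusted p = 0.669), Cdkn1a -1.07 (adjusted p = 0.165) and Il1b 0.34 (adjusted p = 0.195) on SRT2104, none past the threshold in limma. In muscle, 2 of 20 pathway components rose over the paper's 12 arrays, the kinase Irak1 by 0.24 and the A20-binding protein Tnip1 by 0.27, and none fell (limma; 5 higher and none lower at an unadjusted p; 0 when adjusted over the list alone). Over all 15 arrays none passed (limma; 2 higher and 1 lower at an unadjusted p). On CR, the liver had 5 falls and 1 rise among the 19, with the TNF receptor Tnfrsf1a at -0.58 and the NF-κB subunit Rela at -0.29 (camera, adjusted p = 0.231).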

The ratio of phospho-active to total form of RelA/p65 fell in the muscle of SRT2104-treated mice, while being unaffected in the liver of these animals (Fig. 3C). This reduction in ‘active’ NF-κB coincided with significant increase in IκBα levels (Fig. 3C). A critical mechanism of transcriptional suppression of NF-κB involves the copper metabolism MURR1 domain containing (COMMD) proteins through promotion of the ubiquitination and degradation of NF-κB subunits (Maine *et al*., 2007). Analysis of COMMD gene expression revealed a significant increase in the mRNA levels of COMMD1 and COMMD10 in muscle, but not in liver, of SRT2104-treated mice compared with control SD-fed mice (Fig. 3D). RelA/p65 protein levels were upregulated in C2C12 myoblasts in response to SRT2104 treatment (Fig. S3), in agreement with the increased expression of RelA/p65 in muscle of SRT2104-treated mice (Fig. 3C). The transactivation potential of NF-κB is modulated by phosphorylation and acetylation (Hayden & Ghosh, 2008) whereby Sirt1-mediated deacetylation of RelA/p65 causes a decrease in NF-κB transcriptional activity (Yeung *et al*., 2004). Here, SRT2104 led to lower acetylation of RelA/p65 in C2C12 myoblasts (Fig. S3), likely due to selective activation of SIRT1 (Hubbard *et al*., 2013). These findings together with the microarray data suggest that SRT2104 suppresses NF-κB activity partly through increase in COMMD expression and reduction in RelA/p65 acetylation.

Oxidative stress activates NF-κB, while SIRT1 activation increases the antioxidant response (Salminen *et al*., 2013). Here, protein carbonylation and formation of 4-HNE adduct, a marker of lipid peroxidation, were significantly reduced in the liver and muscle of SRT2104-treated mice, with the effect being more pronounced in muscle (Fig. 3E). The levels of the antioxidant protein superoxide dismutase (SOD2) were unchanged in the liver, but increased in muscles of SRT2104-treated animals (Fig. 3E). The antioxidant capacity of SRT2104 may represent a compensatory stress signal triggered in response to age-dependent, ROS-mediated mitochondrial dysfunction in mice, with a predominant effect of SRT2104 on mitochondria of skeletal muscle. This adaptive response called mitochondrial hormesis has been found to promote longevity in Drosophila (Owusu-Ansah *et al*., 2013).

### Short-term SRT2104 treatment preserves muscle and bone mass

Short-term effects of SRT2104 were examined using the hindlimb suspension, a well-established model of muscle atrophy (Sandri *et al*., 2004). SRT2104 supplementation did not affect bodyweights or food consumption during 2 weeks of unloading (Fig. 4A). However, the induced loss of muscle mass for both the soleus and gastrocnemius muscles was attenuated in the SRT2104 cohort (Fig. 4B). Using a second model of atrophy, where endocrine signals rather than inactivity promote muscle loss, both the soleus and tibialis muscles from SRT2104-treated mice were found to be more resistant to fasting-induced atrophy (Fig. S4A). The involvement of NF-κB in the control of muscle size and strength (Cai *et al*., 2004; Mourkioti *et al*., 2006) and the ability of SIRT1 activators to attenuate NF-κB signaling led us to examine expression of pro-inflammatory mediators and RelA/p65 levels following short-term supplementation with SRT2104. Using the hindlimb-unloading model, SRT2104 treatment did not affect RelA/p65 protein levels, but led to an increase in PGC-1α levels (Fig. S4B). The latter observation may partly explain the protection against muscle atrophy through suppression of FOXO3-mediated induction of the atrogenes MuRF-1 and atrogin-1 (Sandri *et al*., 2006). In addition, AKT is known to suppress FOXO3 transcriptional activity (Milne *et al*., 2007), although data presented here do not show alterations in pAKT protein levels after SRT2104 treatment (Fig. S4B). To further elucidate the role of SIRT1 in muscle atrophy, young transgenic mice with muscle-specific SIRT1 knock-down (mSIRT1KO) were subjected to 2 weeks of hindlimb suspension. When compared with wild-type animals, suspended mSIRT1KO mice exhibited a significant increase in skeletal muscle atrophy (Fig. S4C). These results indicate that SIRT1 activation via short-term supplementation with SRT2104 alleviates muscle loss in hindlimb-unloading model in mice.

**Figure 4:**
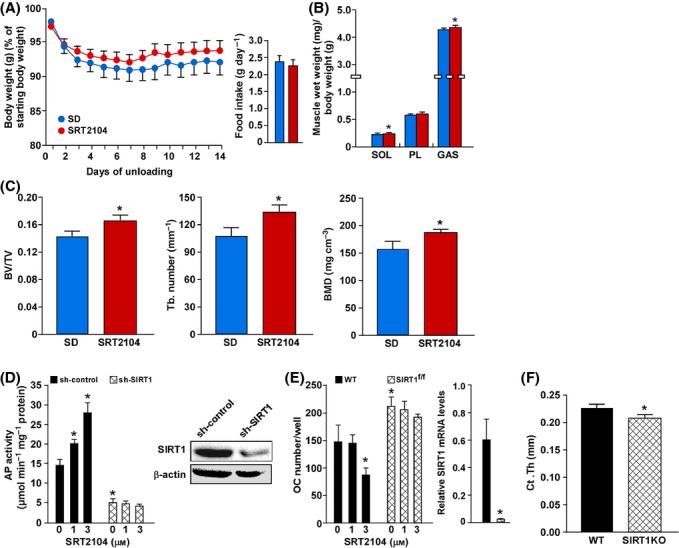
Short-term SRT2104 treatment preserves muscle and bone mass. (A) Bodyweights during 14 days of hindlimb suspension and average food consumption (inset) for 6-month-old mice fed either a standard diet (SD) or SD supplemented with SRT2104 for 6 weeks. (B) Muscle weights. (C) Trabecular bone volume, trabecular connectivity, and trabecular bone mineral density (BMD). (D) Alkaline phosphatase (AP) activity in C2C12 cells infected with SIRT1 shRNA or nontargeting shRNA control and treated with 1 and 3 μm SRT2104 for 24 h. (E) Osteoclast (OC) number in bone marrow-derived osteoblastic cells from wild-type (WT) mice and SIRT1^f/f^ mice and treated with 1 and 3 μm SRT2104 for 4 days. (F) Cortical thickness in femurs from wild-type (WT) and SIRT1KO mice. Data are mean ± SEM. *P < 0.05. SOL, soleus; PL, plantaris; GAS, gastrocnemius; BV, bone volume; TV, total volume; Tb, trabecular.

Unloading is also known to cause disuse osteoporosis (Sandri *et al*., 2004). SRT2104-treated mice subjected to hindlimb suspension had higher trabecular bone volume, trabecular connectivity, and trabecular bone mineral density, but not cortical bone mass (data not shown), compared with the SD-fed control mice (Fig. S4C). To better evaluate the specificity of SRT2104 action, C2C12 myoblasts were stably transfected with small hairpin RNA to knock-down SIRT1 and then examined for alkaline phosphatase (AP) activity, a marker for osteogenic differentiation. The ability of SRT2104 to increase AP activity was totally dependent on SIRT1 expression (Fig. 4D). Similarly, the proliferation rate was markedly reduced after SRT2104 treatment of C2C12 myoblasts (Fig. S4D). In a second series of experiments, mineralization in bone marrow-derived osteoblastic cells was increased, while the number of osteoclasts was decreased upon treatment of wild-type mice with SRT2104 (Fig. S4E and Fig. 4E). This action of SRT2104 was not observed in cells derived from mice lacking SIRT1 (SIRT1^f/f^) (Fig. 4E). The role of SIRT1 in bone remodeling was further confirmed in whole-body SIRT1KO mice showing reduced cortical bone thickness compared with wild-type mice (Fig. 4F). This is in agreement with previous reports showing the beneficial role of SIRT1 in regulating bone mass (Cohen-Kfir *et al*., 2011; Edwards *et al*., 2013). Thus, SRT2104 affects both features of age-related osteoporosis by increasing bone formation and suppressing bone resorption in a SIRT1-dependent manner.

We acknowledge the limitations of using male mice only, and the fact that some experiments involved small numbers of animals. Nevertheless, we provide novel evidence for the beneficial effects of SIRT1 activators on healthspan and lifespan in male mice maintained on standard diet. Moreover, SRT2104 may have therapeutic utility against sarcopenia and involutional and disuse-mediated osteoporosis.

## Experimental procedures

### Longevity study animals

Male C57BL/6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA) and housed at the Gerontology Research Center (Baltimore, MD, USA). Mice were housed in cages of four with *ad libitum* access to diet and tap water. Mice were electronically tagged for identification (Biomedic Data System Inc., Maywood, NJ, USA), and bodyweight and food intake were monitored twice monthly. Mice were not fasted prior to sacrifice. Animal rooms were maintained at 20–22 **°**C with 30–70% relative humidity and a 12-hour light/dark cycle. All animal protocols were approved by the Animal Care and Use Committee (325-LEG-2012) of the National Institute on Aging.

### Generation of a whole-body SIRT1 knockout mouse

Mice harboring a Cre-ERT2 fusion protein were crossed to SIRT1^**Δ**ex4^ mice (Cheng *et al*., 2003) to generate SIRT1^**Δ**ex4^ERT2 mice in which the catalytic region of SIRT1 can be deleted upon treatment with tamoxifen, as described previously (Price *et al*., 2012). Cre induction was carried out by i.p. injection of tamoxifen citrate (1 mg mouse^−1^ per day) for 5 days. Mice were not fasted prior to sacrifice. Western blots have been performed to confirm successful reduction in SIRT1 protein expression in whole-body SIRT1-KO mice (Price *et al*., 2012).

### Generation of a muscle-specific adult-inducible SIRT1 knockout mouse

An adult-inducible muscle-specific SIRT1 knockout mouse was generated by crossing mice with a Cre recombinase transgene under the control of the human skeletal actin promoter (HSA-Cre) with SIRT1^**Δ**ex4^ mice. Cre induction was carried out by i.p. injection with tamoxifen citrate (1 mg mouse^−1^ per day) for 5 days. Mice were not fasted prior to sacrifice. Deletion of SIRT1 was confirmed by Western blotting (data not shown).

### Hindlimb suspension study

At 5 months of age, mice were housed individually and suspended by the tail using a strip of adhesive surgical tape attached to a nylon monofilament line via a stainless steel swivel. Mice were suspended at a 30° angle to the floor with only the forelimbs touching the floor. The swivel enabled the animal to explore the cage (360° range of motion) and obtain food and water freely. Food consumption and bodyweight were recorded daily, and the angle of suspension was adjusted if necessary. Following 14 days of suspension, mice were euthanized and soleus, plantaris, and gastrocnemius muscles were collected using standardized dissection methods. Mice were not fasted prior to sacrifice. Muscle tissue was cleaned of excess fat and connective tissue, weighed on an analytical balance, and collected for further analysis (*n* = 10 SD, *n* = 10 SRT2104, 26 weeks age, 6 weeks diet; muscle-specific SIRT1 knockout (mSIRT1 KO) mice: *n* = 10 wild-type, *n* = 10 mSIRT1 KO, 22 weeks age).

### 48-h fasting study

Male C57BL/6 mice were obtained from the Jackson Laboratory (Bar Harbor) at 4 months of age. They were fed house chow (Harlan Teklad Global 18% Protein Rodent Diet; Harlan Teklad, Madison, WI, USA) until they reached 7 months of age at which time they were fed either a standard AIN-93G diet (SD; carbohydrate:protein:fat ratio of 64:19:17 percent of kcal) or SD supplemented with SRT2104 (100 mg kg^−1^) for 6 weeks. Then, mice were moved to clean cages and had food removed for 48 h. Water was available *ad libitum* throughout this time. Following 48 h of fasting, mice were euthanized and soleus, plantaris, gastrocnemius, tibialis, and extensor digitorum longus were dissected using standardized dissection methods. Individual muscles were weighed and frozen for further analysis (*n* = 7 SD, *n* = 7 SRT2104; 40 weeks age, 12 weeks diet).

### Diets

For the longevity study, diets were started at 28 weeks of age after randomization into two groups of 100 mice per group. Mice were fed a standard AIN-93G diet (SD; carbohydrate:protein:fat ratio of 64:19:17 percent of kcal), or a SD supplemented with SRT2104. SRT2104 was added at a dose of 1.33 g drug per kg of chow, formulated to provide daily doses of ~ 100 mg drug kg^−1^ bodyweight. The longevity study diets were purchased from Dyets, Inc. (Bethlehem, PA, USA), and SRT2104, a proprietary compound, was provided by Sirtris Pharmaceuticals, Inc. (Cambridge, MA, USA). For the hindlimb suspension study, starting at 4 months of age, C57BL/6 mice were fed either a standard AIN-93G diet (SD; carbohydrate:protein:fat ratio of 64:19:17 percent of kcal) or a SD supplemented with SRT2104 for 4 weeks prior to suspension, and then for an additional 2 weeks during the suspension. Diets were formulated so mice received a daily dose of 200 mg drug kg^−1^ of bodyweight. Diets were supplied directly to us by Sirtris Pharmaceuticals, Inc. For the 48-h fasting study**,** mice were fed either SD or a SD supplemented with SRT2104 (100 mg kg^−1^) for 6 weeks prior to sacrifice. This is the same diet as for the longevity study mice. For the whole-body SIRT1 knockout and muscle-specific SIRT1 knockout mouse models, mice were maintained on house chow (Teklad Global 18% Protein Rodent Diet; Harlan Teklad; carbohydrate:protein:fat ratio of 58:24:18 percent of kcal) for the course of their lives.

### Survival study

Animals were inspected daily for health issues, and deaths were recorded for each animal. Moribund animals were euthanized, and every animal found dead or euthanized was necropsied. Criteria for euthanasia were based on an independent assessment by a veterinarian according to the AAALAC guidelines. For the longevity study, only cases where the condition of the animal was considered incompatible with continued survival are represented as deaths in the curves. Animals removed at sacrifice or euthanized due to reasons not related to incompatible survival were considered as censored deaths. In the standard diet group, 18 mice were censored due to dermatitis (*n* = 3; 80 weeks age, 97 weeks age, 112 weeks age), paralysis (*n* = 1; 37 weeks age), growth per mass (*n* = 1; 105 weeks age), or experimental procedures (*n* = 13; 40 weeks age, 115 weeks age), leaving 83 mice for the survival study. Of the 18 mice censored, only five were euthanized. In the SRT2104 group, 14 mice were censored due to vets orders (*n* = 2; 74 weeks age, 97 weeks age), prolapsed anus (*n* = 1; 79 weeks age), or experimental procedures (*n* = 11; 40 weeks age, 115 weeks age), leaving 86 mice for the survival analysis. Of the 14 mice censored, three were euthanized.

### Body composition

Measurements of lean, fat, and fluid mass in live mice were acquired by nuclear magnetic resonance (NMR) using the Minispec LF90 (Bruker Optics, Billerica, MA, USA) (*n* = 15 SD, *n* = 13 SRT2104; 76 weeks age; 49 weeks diet).

### Metabolic assessment

Mouse metabolic rate was assessed by indirect calorimetry in open-circuit oxymax chambers using the Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, OH, USA) as described previously (Minor *et al*., 2011) (*n* = 8 SD, *n* = 8 SRT2104; 56 weeks age, 29 weeks diet).

### Physical performance

All mice were acclimated to the testing room for 15 min prior to the commencement of any testing. Rotarod and treadmill methodologies are provided in the supplemental materials.

### Oral glucose tolerance test (OGTT)

Following an overnight fast, mice received a 30% glucose solution (2 g kg^−1^ glucose by gavage). Blood glucose was measured using an Ascensia Elite glucose meter (Bayer, Mishawaka, IN, USA) at 0, 15, 30, 60, and 120 min following gavage (*n* = 6 SD, *n* = 8 SRT2104; 73 weeks age; 46 weeks diet).

### Insulin tolerance test (ITT)

Following a 3-h fast, mice received an i.p. injection of human insulin (1.5 IU kg^−1^; Novo Nordisk Inc., Plainsboro, NJ, USA). Blood glucose was measured using an Ascensia Elite glucose meter (Bayer) at 0, 15, 30, 60 and 120 min (*n* = 4 SD, *n* = 7 SRT2104; 70 weeks age; 30 weeks diet).

### Serum markers and HOMA calculation

Information can be found in the supplemental section.

### Histology

Mice were euthanized and organs fixed for histological analysis in 4% paraformaldehyde. Tissues were embedded in paraffin and stained with hematoxylin and eosin. Pathology was scored by a qualified pathologist blinded to diet and treatment group (*n* = 6 SD, *n* = 6 SRT2104; 81 weeks age, 41 weeks diet).

### Electron microscopy

Liver and skeletal muscle (gastrocnemius) from mice were removed and placed directly into a fixative solution consisting of 2.5% glutaraldehyde and 3% paraformaldehyde in 0.1 m sodium cacodylate buffer (Electron Microscopy Sciences, Hatfield, PA, USA). Additional information can be found in the supplemental materials (*n* = 3 SD, *n* = 3 SRT2104; 81 weeks age, 41 weeks diet).

### Microarray

Principal components were calculated using diane 6.0 software (http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf). For the calculation of pairwise distances between samples, each microarray was considered as a point in a high-dimensional space because we treated each probe as a variable. Parametric analysis of gene-set enrichment (PAGE) was analyzed as previously described (Kim & Volsky, 2005). All raw data are available in the Gene Expression Omnibus database (Accession No. GSE49000) (*n* = 4–5 per group; 41 weeks age, 14 weeks diet).

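The arrays behind the paper's tables were found by recomputing its Z-ratios. A Z-ratio is the difference of the mean z-scores of a pair of diets divided by the SD of all such differences. From the deposited z-scores over all probes, the Z-ratios of Table S5 were matched within 0.01 for 19 of 19 liver genes with a named probe on SRT2104 and 18 of 19 on CR with all 5 arrays per diet. In muscle, 14 of 14 were matched on each diet with 4 arrays per diet, without SD replicate 1, SRT2104 replicate 3 and CR replicate 3. The same arrays matched 13 of 13 genes of Table S9 on each diet, and all liver arrays matched 17 of 17 and 16 of 17 genes of Table S8. The median correlation with the other arrays of the same group was 0.964 to 0.992 for the 12 muscle arrays and 0.973 to 0.993 for the livers.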

### PCR

Detailed information can be found in the supplemental section.

### Western blotting

Detailed information can be found in the supplemental section.

### Citrate synthase activity

Citrate synthase activity was determined in ~20 μg of protein lysates following the method described by Bernier *et al*. (2011). Citrate synthase were determined using spectrophotometric methods. Results were expressed in nmol mg^−1^ protein per min (*n* = 6 SD, *n* = 6 SRT2104; 81 weeks age, 41 weeks diet).

### C2C12 cell culture conditions and treatment

C2C12 cell line (ATCC, Manassas, VA, USA) was cultured in low glucose Dulbecco’s modified Eagle’s medium (DMEM) (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS; Invitrogen) and penicillin–streptomycin (Invitrogen). Cells were treated with vehicle (0.1% DMSO) or 3 μm SRT2104 for 24 h and then harvested for protein and Western blotting using methods detailed elsewhere.

### Bone imaging

Femurs were loaded into 10 mm diameter scanning tubes and imaged with a Scanco microCT40 instrument (CT40, Scanco Biomedical, Bruttisellen, Switzerland) as previously described (Jilka *et al*., 2010; Martin-Millan *et al*., 2010). Cortical and trabecular bone measurements were analyzed as previously described (Martin-Millan *et al*., 2010; Onal *et al*., 2012). Additional information can be found in the supplemental section.

### Osteoclast formation and adenovirus infection

Macrophages were developed from bone marrow cells flushed from the femurs of three wild-type or *SIRT1*^*f/f*^ *mice* (Jackson Laboratories, Bar Harbor, ME, USA) cultured in α-MEM supplemented with 10% FBS and 1% PSG (Invitrogen) in the presence of 30 ng mL^−1^ M-CSF (R&D Systems, Minneapolis, MN, USA). Four days later, cells were infected with adenovirus encoding Cre recombinase (Ad-Cre) (Vector Biolabs, Philadelphia, PA, USA) at a MOI of 30 for 6 h. Seventy-two hours later, cells were trypsinized and replated in 48-well plates and cultured for 4 days with 30 ng mL^−1^ M-CSF and 30 ng mL^−1^ RANKL (R&D Systems) to obtain osteoclasts, in the presence of vehicle or SRT2104. At the end of the experiment, osteoclasts were fixed with 10% neutral-buffered formalin for 15 min and stained for tartrate-resistant acid phosphatase (TRAP). Multinuclear TRAP+ cells were quantified.

### Alkaline phosphatase (AP) activity and SIRT1 silencing

C2C12 cells were cultured in DMEM supplemented with 10% FBS, 1% each penicillin, streptomycin, and glutamine, and 1% sodium pyruvate. Expression of SIRT1 was knocked down by transduction with lentiviruses encoding shRNA to Sirt1 (NM_019812) according to the manufacturer’s protocol (Sigma-Aldrich, St. Louis, MO, USA). C2C12 cells transduced with a nontarget shRNA (SHC002V) were used as control. After selection with puromycin (2500 ng mL^−1^) for 14 days, the SIRT1-silenced cells were seeded at 2 × 10^4^ cm^−2^ in medium containing 10% FBS. The following day, the medium was replaced with 5% serum-containing medium. Cells were lysed in 100 mm glycine, 1 mm MgCl_2,_ and 1% Triton X-100 at pH 10. AP activity in cell lysates was determined using a buffer containing 2-amino-2-methylpropanol and *p*-nitrophenylphosphate (Sigma-Aldrich). Alkaline phosphatase activity was normalized to protein content, which was determined using a Bio-Rad DC protein assay kit (Hercules, CA, USA).

### Mineralization assay

Detailed information can be found in the supplemental section.

### Proliferation assay

Detailed information can be found in the supplemental section.

### Statistics

Data are expressed as means ± standard error of the mean (SEM). Student’s t-tests were used for all comparisons. Mortality during the survival study was assessed through the use of the log-rank test to compare the differences in Kaplan–Meier survival curves. Maximal lifespan was defined as the 10th percentile of mice still alive. Analyses were performed using Excel 2010 (Microsoft Corp., Redmond, WA, USA), IBM SPSS Statistics (Amonk, NY, USA), or sigmastat 3.0 (Aspire Software International, Ashburn, VA, USA). A *P* value of ≤ 0.05 was considered statistically significant.

## Supporting Information

**Fig. S1** Effects of SRT2104 supplementation on various metabolic parameters in mice on a standard diet (related to Fig. 1).

**Fig. S2** Representative immunoblots of mitochondrial complexes in liver and muscle from mice on a standard diet (SD) and SD supplemented with SRT2104 (related to Fig. 3).

**Fig. S3** SRT2104 reduces p65/RelA acetylation levels in C2C12 cells.

**Fig. S4** Impact of SRT2104 supplementation on muscle and bone health (related to Fig. 4).

**Data S1** Material and methods. **Table S1** Major gross pathologies identified at necropsy. **Table S2** Blinded histopathological analysis. **Table S3** Effect of SRT2104 on various biomarkers in serum. **Table S4** Body composition. **Table S5** The ten most highly upregulated and downregulated genes, based on Z-ratio in liver and muscles of SRT2104-treated mice compared with standard diet (SD). **Table S6** List of pathways significantly modified by SRT2104 and CR in the liver of SD-fed mice. **Table S7** List of pathways significantly modified by SRT2104 and CR in muscle of SD-fed mice. **Table S8** Significant expression of a set of NF-κB target genes in the liver of SRT2104- vs. CR-treated mice. **Table S9** Significant expression of a set of NF-κB target genes in skeletal muscle of SRT2104- vs. CR-treated mice. **Table S10** List of primer sequences used for quantitative PCR analysis.

# Supplementary material for: SRT2104 extends survival of male mice on a standard diet and preserves bone and muscle mass
**Source:** Aging Cell. 2014 Jun 16;13(5):787–96. doi: 10.1111/acel.12220
**Supplement:** Supplementary file 5 — Data S1 Material and methods. Table S1 Major gross pathologies identified at necropsy. Table S2 Blinded histopathological analysis. Table S3 Effect of SRT2104 on various biomarkers in serum. Table S4 Body composition. Table S5 The ten most highly upregulated and downregulated genes, based on Z-ratio in liver and muscles of SRT2104-treated mice compared with standard diet (SD). Table S6 List of pathways significantly modified by SRT2104 and CR in the liver of SD-fed mice. Table S7 List of pathways significantly modified by SRT2104 and CR in muscle of SD-fed mice. Table S8 Significant expression of a set of NF-κB target genes in the liver of SRT2104- vs. CR-treated mice. Table S9 Significant expression of a set of NF-κB target genes in skeletal muscle of SRT2104- vs. CR-treated mice. Table S10 List of primer sequences used for quantitative PCR analysis.

**Supplementary Materials for**

**SRT2104 extends survival of male mice on a standard diet and preserves bone and muscle mass**

Evi M. Mercken^1†^, Sarah S. Mitchell^1,2,3†^, Alejandro Martin-Montalvo^1^, Robin K. Minor^1^, Maria Almeida^4^, Ana P. Gomes^5^, Morten Scheibye-Knudsen^6^, Hector H. Palacios^1^, Jordan J. Licata^1^, Yongqing Zhang^7^, Kevin G. Becker^7^, Husam Khraiwesh^8^, José A. González-Reyes^8^, José M. Villalba^8^, Joseph A. Baur^9^, George P. Vlasuk^10^, James L. Ellis^10^, David A. Sinclair^5^, Michel Bernier^1^, Rafael de Cabo^1*^.

^†^These authors contributed equally to this research.

This pdf file includes:

**Material and Methods**

**Supplemental Tables 1 to 10**

**Supplemental Figures 1-4**

**Methods**

**Metabolic assessment.** Mice were housed singly with water and food available *ad libitum* and maintained at ~24°C under a 12:12-hour light-dark cycle (light period 0600-1800). All mice were acclimatized to monitoring cages for 3-6 hours prior to the before recording began. Sample air was passed through an oxygen (O_2_) sensor for determination of O_2_ content. O_2_ consumption was determined by measuring oxygen concentration in air entering the chamber compared with air leaving the chamber. The sensor was calibrated against a standard gas mix containing defined quantities of O_2_, carbon dioxide (CO_2_), and nitrogen (N_2_). Constant airflow (0.6 L/min) was drawn through the chamber and monitored by a mass-sensitive flow meter. The concentrations of O_2_ and CO_2_ were monitored at the inlet and outlet of the sealed chambers to calculate oxygen consumption. Each chamber was measured for 30 seconds at 30-minute intervals and data were recorded for 60 hours total. Movement (both horizontal and vertical) was also monitored. The system has beams 0.5 inches apart on the horizontal plane providing a high-resolution grid covering the XY-planes and the software provides counts of beam breaks by the mouse in 30-second epochs.

**Rotarod.** Mice were given a habituation trial at a constant speed of 4 rpm for 1 minute before the first trial. On the same day there was a total of three trials given, separated by 30-minute rest periods, during which the rotarod accelerated from 4 to 40 rpm over a period of five minutes. Latency to fall was recorded and averaged over all three trials (n=5 SD, n=6 SRT2104; age=80 weeks, diet=40 weeks).

**Treadmill.** Mice were required to exercise on the treadmill until exhaustion. The treadmill was horizontal (0° incline) and mice ran in groups of 6. Subjects were habituated at a constant speed of 4 m/min for 5 minutes on day 1. The following day each mouse was given a trial starting at 7 m/min for 0-3 minutes, 12 m/min for 3-7 minutes, 15 m/min for 7-25 minutes, and 19 m/min for 25 minutes (n=5 SD, n=6 SRT2104; age=80 weeks, diet=40 weeks).

**Serum markers and HOMA calculation.** Plasma concentrations of ALT, AST, CHOL, CRP, LDL and TG were measured using the Cobas Integra 400 automated analyzer (Roche Diagnostics, Indianapolis, IN) (n =4-10 per group; 72 weeks age, 45 weeks diet). Free fatty acids were measured using a kit according to the manufacturers instructions (Roche Diagnostics, Indianapolis, IN) (n=6 SD, n=6 SRT2104; 81 weeks age, 41 weeks diet). Insulin was measured in serum using an enzyme-linked immunosorbent assay (Crystal Chem, Downers Grove, IL) according to the manufacturer’s instructions (n=8 SD, n=6 SRT2104; 72 weeks age, 45 weeks diet). Insulin resistance was calculated from fasted glucose and insulin values using the HOMA2 Calculator software available from the Oxford Centre for Diabetes, Endocrinology and Metabolism, Diabetes Trials Unit website ([www.dtu.ox.ac.uk](http://www.dtu.ox.ac.uk)). Inflammatory markers were measured in a multiplex plate (Millipore, Billerica, MA) according to the manufacturer’s instructions (n=8 SD, n=8 SRT2104; 47 weeks age, 20 weeks diet).

**Electron Microscopy.** Samples were post fixed in 1% osmium tetroxide for 1 hour at 4**°**C in the same buffer, dehydrated and then embedded in Embed 812 resin (Electron Microscopy Sciences, Hatfield PA), after which samples were transferred to pure resin for 24 hours. Blocks were formed in fresh resin contained in silicon molds, and the resin was allowed to polymerize for 48 hours at 65**°**C. Ultrathin sections were obtained and stained with uranyl acetate and lead citrate, and then examined on a Philips CM-10 electron microscope at 25,000 x magnification by a blinded investigator. Ten digital images per sample were analyzed using NIH Image J (NIH, USA) software for measurement of mitochondrial area. Mitochondrial numerical density (Nv) values were obtained following a point analysis according to previously described methods ([Khraiwesh *et al.* 2013](#_ENREF_18)) (n=3 SD, n=3 SRT2104; 81 weeks age, 41 weeks diet).

**PCR.** Detailed information can be found in the supplemental section. For **longevity liver and muscle**, total RNA was extracted from frozen tissue samples using the RNeasy kit (Qiagen). Complementary DNA was synthesized from total RNA with the SuperScript First-Strand Synthesis System (Invitrogen, Carlsbad, CA) and random hexamer primers. The real-time polymerase chain reaction measurement was performed on individual cDNAs by using SYBR green dye to measure duplex DNA formation with the Roche Lightcycler system. The calculation of mRNA expression was performed by the 2^−ΔΔCT^ method normalized to the expression of GAPDH (n=5 SD, n=5 SRT2104; 41 weeks age, 14 weeks diet). For **bone measurements** presented here total RNA was extracted from cultured cells using Ultraspec (Biotecx Laboratories, Houston, TX) and reverse-transcribed using the High-Capacity cDNA Archive Kit (Applied Biosystems, Grand Island, NY), according to the manufacturer’s instructions. Taqman quantitative PCR was performed as previously described ([Almeida *et al.* 2005](#_ENREF_1)) to determine mRNA levels using the following primers: Mm00490758_m1 (SIRT1) and Mm00475528_m1 (ribosomal protein S2) manufactured by the TaqMan^®^ Gene Expression Assays service (Applied Biosystems). mRNA expression levels were normalized to the house-keeping gene ribosomal protein S2 using the Δ∆Ct method ([Livak & Schmittgen 2001](#_ENREF_22)). Primers and probe sequences are listed in Table S10.

**Western blotting.** Tissues were lysed in radioimmunoprecipitation buffer supplemented with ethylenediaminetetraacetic acid and ethylene glycol tetraacetic acid (Boston BioProducts, Ashland, MA) and protease and phosphatase inhibitors (Sigma Aldrich, St Louis, MO). Following centrifugation (14,000 rpm, 30 minutes at 4ºC) protein concentration was quantified using the Bradford assay method (Bio-Rad, Hercules, CA). Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis under reducing conditions and then transferred to nitrocellulose membranes. Western blots were performed according to standard methods unless otherwise specified. Membranes were blocked in either 5% bovine serum albumin or 5% milk, and then incubated (overnight at 4ºC or room temperature for 3-4 hours) with the antibody of interest, followed by incubation with a secondary antibody. The visualization of immunoreactive bands was performed using the ECL Plus Western blotting detection system (GE Healthcare, Pascataway, NJ). The quantification was performed by volume densitometry using ImageJ software (National Institutes of Health, Bethesda, MD) and normalization to tubulin, Ponceau S staining (Sigma Aldrich) or GAPDH where specified. Numerous housekeepers were used due to the inherent and uncontrollable variability that can been seen with internal controls such as these. In this study, the primary antibodies were directed against SIRT1 (cat#: S5447-200UL), monoclonal anti-α-tubulin (cat#: T5168-.2ML), (Sigma Aldrich); PGC-1α (cat#: sc-13067), SOD2 (cat#: sc-30080) and GAPDH (cat#: sc-365062), (Santa Cruz Biotechnology, Santa Cruz, CA); pNF-κB Ser 536 (cat#: 3033), Akt (cat#: 9272), pAkt (cat#: 9275), IκBα (cat#: 4812), (Cell Signaling Technology, Beverly, MA); anti-NDUFA9 Complex I (cat#: ab14713), anti-SHDA Complex II (cat#: 14745), anti-UQCRC2 Complex III (cat#: 14745), anti-ATP5A Complex V (cat#: 14748) (Abcam Inc., Cambridge, MA); NF-κβ (cat#: 1546-1) (Epitomics, Burlingame, CA); 4-HNE (cat#: 393206) (EMD-Calbiochem, La Jolla, CA). Secondary antibodies were ECL anti-rabbit IgG HRP (cat#: NC0146699), ECL anti-mouse IgG HRP (cat#: NA931) (GE Healthcare, Pittsburgh, PA) or bovine anti-goat (cat#: sc-2378; Santa Cruz Bioscience, Dallas, TX) where appropriate. For **acetylated NF-κB p65 western blots**, primary antibodies used were NF-κB p65 (L8F6) (cat#: 6956) (Cell Signaling Technology); and anti-NF-κB p65 (acetyl K310) (cat#: ab19870) (Abcam Inc.). Secondary antibodies used Alexa Fluor® 647 donkey anti-rabbit IgG (cat#: A31573), Alexa Fluor® 488 donkey anti-mouse IgG (cat#: A21202) (Invitrogen). Bands were visualized using the Typhoon Variable Mode Imager (Amersham Biosciences, Sunnyvale, CA). The quantification was performed by volume densitometry using ImageJ software and normalization to actin (cat#: 4970; Cell Signaling Technology). For **bone measurements** presented in this study, SIRT1 and β-actin levels in cultured osteoclasts were determined using a rabbit polyclonal antibody for SIRT1 (cat#: sc-15404) and a mouse monoclonal antibody for β-actin (cat#: sc-47778) (Santa Cruz Biotechnology, Dallas, TX). ([Rocha-Martins *et al.* 2012](#_ENREF_38)). Antibodies were used generally at a dilution recommended by the manufacturer. **Protein carbonylation** was measured using an oxyblot protein oxidation kit (Millipore, Billerica, MA) according to the manufacturer’s instructions (**Longevity study:** n=3-6 per group; 41 weeks age, 14 weeks diet, n=6 SD, n=6 SRT2104; 81 weeks age, 41 weeks diet; **Hindlimb suspension:** n=6 SD, n=6 SRT2104; 26 weeks age, 6 weeks diet).

**Bone imaging.** Micro-CT analysis was performed on femoral bones from mice as indicated. Briefly, four and eight days prior to sacrifice, mice received an i.p. injection of tetracycline (33 mg/kg, Sigma Aldrich, St-Louis, MO). Femurs were loaded into 10 mm diameter scanning tubes and imaged with a Scanco microCT40 instrument (CT40, Scanco Biomedical, Bruttisellen, Switzerland) as previously described ([Jilka *et al.* 2010](#_ENREF_16); [Martin-Millan *et al.* 2010](#_ENREF_23)). Cortical and trabecular bone measurements were analyzed as previously described ([Martin-Millan *et al.* 2010](#_ENREF_23); [Onal *et al.* 2012](#_ENREF_31)) (**Longevity study:** n=5 SD, n=5 SRT2104; 81 weeks age, 41 weeks diet; **Hindlimb suspension study:** n=5 SD, n=5 SRT2104; 26 weeks age, 6 weeks diet; **Whole body SIRT1 KO:** n=9 WT, n=10 KO; 32 weeks age).

**Mineralization assay.** Freshly isolated murine bone marrow cells pooled from three mice were seeded on 12-well tissue culture plates at 5 × 10^6^ cells per well in standard culture medium and cultured for 10 days. One half of the medium was replaced every 5 days. FBS was then reduced to 2% and SRT2104 was added to the cultures. Two days later, 10 mM β-glycerophosphate was added to the medium. The mineralization matrix was stained with 40 mM alizarin red solution two weeks later.

**Proliferation assay.** C2C12 cells seeded in a 96-well plate were incubated with vehicle or SRT2104 for 72 hours. BrdU was added at a final concentration of 10 µM for 24 hours, and BrdU incorporation was then determined by ELISA chemiluminescence (Roche Diagnostics, Indianapolis, IN).

**SUPPLEMENTARY TABLES**

**Table S1.** Major gross pathologies identified at necropsy.

|  |  | **Diet Treatment (n)** | |
| --- | --- | --- | --- |
|  |  | **SD (87)** | **SRT2104 (89)** |
| Mean age of death (weeks) | | 113 ± 3 | 124 ± 2 |
| Heart | Enlarged | 9 | 3^#^ |
|  | Pericardial fat | 2 | 1 |
|  | Ischemic foci | 7 | 5 |
| Kidney | Peri-renal fat | 9 | 1* |
| Liver | Hepatocarcinoma | 9 | 3^#^ |
|  | Steatosis | 2 | 1 |

The percentage of mice presenting with various pathologies is represented. SD, standard diet.

^#^ p = 0.078 compared to SD; * p < 0.05 compared to SD. Analysed using Fisher’s Exact Test.

**Table S2.**  Blinded histopathological analysis.

|  |  | **SD** | **SRT2104** |
| --- | --- | --- | --- |
| **Liver** | Lymphocyte infiltration | 1 ± 0 (67) | 1 ± 0 (17) |
|  | Fatty change | 2.3 ± 0.3 (67) | 2.0 ± 0 (33) |
| **Kidney** | Lymphocyte infiltration | 1.6 ± 0.3 (83) | 1.8 ± 0.3 (100) |
|  | Glomerulonephritis | 2.0 ± 0.4 (50) | 1.7 ± 0.3 (100) |
| **Heart** | Lesion | 0 | 0 |
| **Spleen** | Congestion | 6 (100) | 6 (100) |

Lymphocyte infiltration and fatty change are scored on a scale of 1-4 (least to most severe); data is mean ± SEM (%). Heart and spleen data is represented as number of cases occurring. 81 weeks age, 41 weeks diet, n=6 per group. SD, standard diet.

**Table S3.** Effect of SRT2104 on various biomarkers in serum.

|  | **Diet Treatment** | |
| --- | --- | --- |
|  | **SD** | **SRT2104** |
| ALT (U/L) | 90 ± 26 | 80 ± 43 |
| AST (U/L) | 270 ± 35 | 86 ± 9^*^ |
| CHOL (mg/dL) | 221 ± 12 | 196 ± 6 |
| CRP (mg/dL) | 0.04 ± 0.03 | 0.03 ± 0.01 |
| LDL (mg/dL) | 40 ± 5 | 34 ± 3 |
| TG (mg/dL)  FFA (mM) | 106 ± 14  0.55 ± 0.03 | 120 ± 9  0.41 ± 0.07 |

Data is presented as mean ± SEM; ^*^p < 0.05 compared to standard diet (SD). ALT, alanine aminotransferase; AST, aspartate aminotransferase; CHOL, total cholesterol; CRP, C-reactive protein; LDL, low density lipoprotein; TG, triglycerides (n=4-10 per group, 72 weeks age, 45 weeks diet); FFA, free fatty acids (n = 6 SD, n = 6 SRT2104, 81 weeks age, 41 weeks diet).

**Table S4.** Body composition.

|  | **Diet treatment** | |
| --- | --- | --- |
|  | **SD** | **SRT2104** |
| Body weight (g) | 41.3 ± 1.5 | 38.3 ± 0.7 |
| Fat mass (g) | 9.8 ± 0.7 | 7.9 ± 0.4^*^ |
| Lean mass (g) | 23.5 ± 0.8 | 22.0 ± 0.5 |
| Fat (%) | 23.5 ± 0.9 | 20.4 ± 0.8^*^ |
| Lean (%) | 57.0 ± 0.4 | 57.5 ± 0.4 |
| Lean:fat ratio | 2.5 ± 0.1 | 2.4 ± 0.0 |

Data is presented as mean ± SEM; ^*^p < 0.05 compared to standard diet (SD) (n=15 SD, n=13 SRT2104, 76 weeks age; 49 weeks diet).

**Table S5.** The ten most highly up-regulated and down-regulated genes, based on Z-ratio in liver and muscles of SRT2104 treated mice compared to standard diet (SD). The effect of calorie restriction (CR) on the same genes is also shown.

| **Gene** | **Z-ratio, liver** | **Z-ratio, liver** | **Gene** | **Z-ratio, muscle** | **Z-ratio, muscle** |
| --- | --- | --- | --- | --- | --- |
| **Symbol** | **SRT2104:SD** | **CR:SD** | **Symbol** | **SRT2104:SD** | **CR:SD** |
| Rgs16 | **14.05** | **5.73** | Cish | **7.55** | **11.58** |
| Egr1 | **12.02** | **7.1** | Chac1 | **5.59** | *0.47* |
| Dbp | **11.38** | **-4.97** | Dbp | **4.64** | *-0.3* |
| Ctgf | **8.96** | **3.27** | Atp1a2 | **4.38** | **3.22** |
| Cyp1a2 | **8.08** | *0.37* | Preb | **4.37** | *0.5* |
| Usp2 | **8.02** | **6.93** | Aup1 | **4.25** | *-0.53* |
| Socs2 | **7.79** | *4.78* | Hnrpl | **4.22** | **4.67** |
| Hhex | **7.77** | **6.0** | Ccdc85b | **4.13** | *-0.15* |
| Txnip | **7.63** | **5.18** | 260000IBIRik | **4.09** | **-2.25** |
| Chrna4 | **7.48** | *-1.35* | Gart | **4.08** | **1.6** |
| Bhmt | **-9.8** | *-1.65* | Hspa8 | **-13.24** | **-5.4** |
| Clpx | **-8.26** | **-2.24** | Pdlim5 | **-11.82** | *-0.05* |
| Clpx | **-7.22** | **-4.49** | Loc100046918 | **-10.89** | *0.02* |
| Insig2 | **-7.1** | **-10.43** | Loc669660 | **-10.74** | *0.66* |
| Lrfn3 | **-7.09** | **-2.70** | Cfd | **-9.58** | *8.94* |
| C730036D15Rik | **-6.79** | *0.37* | Itm2a | **-9.16** | *0.34* |
| Hspb1 | **-6.44** | *2.3* | Tspan3 | **-8.95** | **-2.31** |
| Rsad2 | **-6.15** | **-5.09** | Ppp1ca | **-8.87** | **-1.9** |
| Elovl3 | **-6.11** | **-9.58** | Casq1 | **-8.77** | *-0.34* |
| Gadd45a | **-6.04** | **4.53** | Arl6ip5 | **-8.73** | *0.50* |

All Z-ratio values statistically significant are in **Boldface**.

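Table S5 lists for each tissue the genes with the largest Z-ratios on SRT2104, and beside each the Z-ratio on CR. A positive Z-ratio means a higher signal than on SD, in units of the spread of all differences between the diets, so that values of different comparisons have different units. In liver, 12 of the 19 with a named probe passed an adjusted p under 0.05 on SRT2104 in limma, 5 higher and 7 lower, and 19 an unadjusted p under 0.05. Those that did not pass include Egr1 (log2 change 1.72, adjusted p = 0.0642), Usp2 (1.25, adjusted p = 0.0694), Hhex (1.12, adjusted p = 0.113), and the small heat shock protein Hspb1 (-0.96, adjusted p = 0.128). In muscle, 14 of 14 passed over the paper's 12 arrays, 8 higher and 6 lower, and 12 over all 15. The genes of the tables without a named probe were not analysed here. Being chosen on these arrays, they are not independent evidence of an effect of SRT2104.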

**Table S6.** List of pathways significantly modified by SRT2104 and CR in the liver of SD-fed mice.

**Please see supplemental file.**

**Table S7.** List of pathways significantly modified by SRT2104 and CR in muscle of SD-fed mice.

**Please see supplemental file.**

**Table S8.** Significant expression of a set of NF-κB target genes in the liver of SRT2104- vs. CR-treated mice

**Please see supplemental file.**

**Table S9.** Significant expression of a set of NF-κB target genes in skeletal muscle of SRT2104- vs. CR-treated mice

**Please see supplemental file.**

**Table S10.** List of primer sequences used for quantitative PCR analysis.

| **Gene** | **Forward primer sequence** | **Reverse primer sequence** |
| --- | --- | --- |
| COMMD1 | AAAAAGCAAGGTGGCATCAC | GTTGAGTGCCGTGACTGAGA |
| COMMD3 | AAAGCATTGTCATGCAGCAG | AAGCGCCAAGAAACATCAGT |
| COMMD10 | GCTGGACTCCCTCACATGAT | GAGAAGGCACACTCGAAACC |
| GAPDH | CACCAACTGCTTAGCCCC | TCTTCTGGGTGGCAGTGATG |
| β-actin | ACCTTCTACAATGAGCTGCG | CTGGATGGCTACGTACATGG |

# Supplementary material for: SRT2104 extends survival of male mice on a standard diet and preserves bone and muscle mass
**Source:** Aging Cell. 2014 Jun 16;13(5):787–96. doi: 10.1111/acel.12220
**Supplement:** Supplementary file 10

**Supplemental Figure Legends**

**Figure S1.** Effects of SRT2104 supplementation on various metabolic parameters in mice on a standard diet (Related to Figure 1). **(A)** Food consumption measured bi-weekly over the course of the study for mice fed a standard diet (SD) or SD supplemented with SRT2104; **(B)** Oxygen consumption (VO_2_); **(C)** Respiratory exchange ratio (RER); **(D)** Oral glucose tolerance test; and **(E)** Insulin tolerance test. Data are mean ± SEM. ^*^p<0.05.

**Figure S2.** Representative immunoblots of mitochondrial complexes in liver and muscle from mice on a standard diet (SD) and SD supplemented with SRT2104 (Related to Figure 3).

**Figure S3.** SRT2104 reduces p65/RelA acetylation levels in C2C12 cells. Cells were treated with vehicle (0.1% DMSO) or 3 µM SRT2104 for 24 h. Representative immunoblots for p65, Ac-p65 and actin are shown. The ratio of acetylated/total form of p65/RelA is shown. Data are mean ± SEM (p=0.025) (Related to Figure 3).

**Figure S4.** Impact of SRT2104 supplementation on muscle and bone health (Related to Figure 4). **(A)** Muscle weight following a 48-h fast in mice fed either a standard diet (SD) or SD supplemented with SRT2104 for 6 weeks; **(B)** Representative immunoblots in gastrocnemius muscles; **(C)** Muscle weights after 14 d of hindlimb suspension of 6-months-old wild-type (WT) mice and muscle-specific SIRT1-KO mice (mSIRT1KO); (**D**) Proliferation rate in C2C12 myoblasts after SRT2104 treatment; and (**E**) Mineralization in bone marrow-derived osteoblastic cells after SRT2104 treatment (1 and 3 µM) for 15 d. Data are mean ± SEM. ^*^p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

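Liver and skeletal muscle RNA of mice on SD, SRT2104 and CR was measured on 30 Illumina MouseRef-8 v2 bead arrays, 5 for each tissue and diet. The condition and replicate of each array were taken from the sample labels and checked against the paper. The signal columns name the tissue and diet but not the replicate number of the labels. Signals were used by group, and each replicate was taken from the deposited scores. The match of each score column to 1 signal column, given below, was not used to assign replicates to signals. Neqc, quantile normalization, median scaling and scaling over the probes detected on each array were therefore not run over the paper's 12 muscle arrays.
The authors hybridised labelled cRNA, scanned the arrays and extracted the values with GenomeStudio (version 1.6.0 in the submitters' processing notes). The deposited signals are intensity values on a linear scale, 1 per probe and array, with no background subtraction as far as the values show, since none is at or below 0. The deposited detection p-value of each probe compares its signal with the negative control beads of the same array. The deposited scores are z-scores of the natural log of the signal. The submitters' notes describe a filter on detection before scaling, whereas each of the 30 deposited score columns has a mean of 0 and an SD of 1 over all probes and matches the natural log of exactly 1 signal column. The medians of these columns lie between -0.502 and -0.345.
From these values, probes with a detection p-value under 0.02 on at least 5 of the 15 arrays of a tissue were kept. The deposited scores of each array, which are linear in the natural log of its signals, were then scaled to mean 0 and SD 1 over the kept probes, multiplied by the mean array SD of the tissue (1.19 in liver and 1.03 in muscle on the natural log scale) and expressed in log2 units, so that differences read as log2 fold changes. Gene symbols came from the platform annotation, which gives 1 symbol for 23978 probes, several for 0 and none for 1719. Of the probes, 23962 had an entry in the RefSeq gene table, and 0 symbols changed. Genes with a kept probe numbered 7725 in liver and 7752 in muscle.
The diets of a tissue were compared in 1 linear model over its 15 arrays with limma (version 3.58.1 in R 4.3.3), moderated by empirical Bayes, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The difference of an effect between tissues was tested as an interaction term over the 8998 probes kept in both, with liver and muscle arrays taken as independent. Gene lists, 53 in number and 5 of them drawn from the study's own tables, were tested with camera at a preset correlation of 0.01 and by PAGE, which compares the mean change of a list with that of all genes. Lists with fewer than 5 measured genes were only counted, which left 44 lists in liver and 45 in muscle beside the study's own. Single values were compared with exact permutation tests, which have 252 arrangements for 5 arrays against 5 (smallest two-sided p 0.00794) and 70 for 4 against 4 (smallest p 0.0286). Overlaps between comparisons that share the SD arrays were set beside 50 simulations of unchanged groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
With the main settings, every comparison in muscle was made over all 15 arrays and over the 12 that the paper's Z-ratios use. These 12 were identified only once the deposited scores had been set beside the paper's tables. The number of arrays limits the precision, and no depth applies to signals of this kind. The median signal over background is lower in muscle than in liver, so that changes of dim probes are harder to detect there. On simulated data with 200 changed probes, 98% of changes of 1 log2 unit were recovered in liver among 11065 probes, 85% in muscle with 15 arrays and 97% with 12 among 10792 probes, and an unchanged comparison gave 0 calls in each. For the interaction, 80% were recovered with 20 arrays and 90.5% with 18 among 8998 probes. The simulated probes varied independently of each other. In the real livers, 1 split that mixed SD and SRT2104 called 640 probes. The recovery and the 0 calls therefore do not gauge variation that probes of an array share.
The genes named in the text were chosen by a rule: each gene that the paper names in its text or in Tables S5, S8 and S9, the 10 largest rises and 10 largest falls of each comparison with SD among probes past the threshold whose diets did not overlap, the 3 members with the smallest adjusted p of each list that camera called, and Sirt1. The values in the paper's tables had been seen when the rule was set. Other list members named in the text were chosen after their values were seen.
The alternatives were another background correction and normalization (neqc with an offset of 16, quantile normalization, median scaling), the deposited scores as they are, other filters on detection, a fit of only the diets compared, the replicate number as a block, array weights, a trended and robust variance, the methods' t-test, a threshold of 1.5 on the absolute Z-ratio, other list tests, and each array left out in turn. Genes of the paper's tables without a named probe were not analysed here, nor were the gene sets of the paper whose members were not used here. The BeadChip of each array is not given in the sources used here.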

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

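The tests of a response of muscle to SRT2104, of fat in a single CR sample, of less of every tissue between the fibres and of an effect of SRT2104 on fat, the splits of the differences between tissues and the values over the paper's 12 muscle arrays were chosen only after the results were seen.
Transcripts of hepatocytes appeared in muscle on SRT2104 replicate 3, an array outside the paper's Z-ratios, where the mean of the hepatocyte-secreted list lay 7.15 log2 units above the mean of the SD arrays. Of 200 other genes with much higher signals in liver than in muscle, 99.5% were higher on this array than on each of the other 14 muscle arrays, where chance gives 6.67% for independent genes and, among those 14 alone, 1 array was the highest for 40.5% of the genes, which is consistent with liver RNA mixed into the sample. A liver sample labelled as muscle is argued against, as the 200 genes highest in muscle had lost a median of 11.6% of their difference from liver. A response of muscle to SRT2104 is argued against as the source of this array's excess, as it exceeded the highest of the other 4 SRT2104 arrays by 6.10 log2 units. The smaller difference of this list over the paper's 12 arrays, 0.43 on SRT2104 (camera, adjusted p = 0.318), is not covered by that test. How liver RNA could have entered the sample was not tested.
In muscle on SRT2104, probes of one gene moved apart over the paper's 12 arrays. The difference between the probes of a gene correlated across 1867 genes, which are not independent replicates, with that between CR replicate 3 and the other CR arrays (r = 0.431), so that a difference in RNA or array quality that also varies within a diet may contribute. Taking the array mean and SD over all probes rather than over the kept ones is argued against, as 65 genes had opposite calls with the deposited scores and 62 with these scores rescaled over the kept probes. For an effect on transcript variants in both tissues, the correlation between muscle and liver across 1417 genes was -0.103 (standard error 0.0264). It passed the bound set beforehand for excluding that effect, but by less than its standard error. A margin of the standard error, which the written bound did not name, was also required, so the explanation was left undecided. An effect on transcript variants in muscle alone, and the scaling of each array by its mean and SD as such, which both counts of opposite calls keep, were not tested and stay open.
Adipocyte markers in muscle were higher on CR and lower on SRT2104. Fat in 1 sample may account for the first part, as the CR minus SD difference over the paper's 12 arrays was 0.65 log2 units with CR replicate 2 and 0.10 without it. Less of every tissue between the fibres on SRT2104 would lower endothelial markers too. That list was higher by 0.17 log2 units, while adipocyte, fibroblast and macrophage lists had differences of -0.55, -0.47 and -0.36 (two-sided exact permutation p = 0.0286 each). The test was set with these values in view and rests on 1 list, which camera did not call, so it cannot decide the explanation. An effect of SRT2104 on fat in muscle remains a candidate explanation, as over the paper's 12 arrays the highest SRT2104 array lay below the lowest SD array (-0.27 log2 units between them), while SRT2104 replicate 3, outside the 12, lay at 0.76. The same list was higher by 0.23 in liver. The only member to pass there, Cyp2e1, is abundant in hepatocytes, so this does not bear on fat. A difference in dissection was not tested.
Single arrays stood apart from the other 4 of their group in 21 of 91 groups tested. Chance gives about 1 in 20 for a single test. The groups reuse the same arrays over lists, genes, components and correlations, so they are not independent, and their number cannot be set against that rate. The values that follow are the gap to the nearest other array as a share of the range of the group. In liver on SRT2104, replicate 5 was the highest for oxidative phosphorylation subunits (0.755) and the proteasome (0.868), and replicate 4 for heat shock proteins (0.781). Amino acid metabolism in muscle had a lowest array in SD, replicate 1 (0.755), and a highest one in SRT2104 and CR, replicate 3 of each (0.897 and 0.877). Fatty acid oxidation was lowest on muscle CR replicate 3 (0.830). Fatty acid and triglyceride synthesis in muscle was highest on SRT2104 replicate 3 (0.888) and CR replicate 2 (0.826). Xenobiotic enzymes (0.929), hepatocyte-secreted proteins (0.844) and adipocyte markers (0.793) were also highest on muscle SRT2104 replicate 3, and adipocyte markers on CR replicate 2 (0.803). Socs2 was highest on liver SD replicate 1 (0.783) and Txnip lowest on liver SRT2104 replicate 4 (0.809). On the first principal component of muscle, SD replicate 1 (0.746) and SRT2104 replicate 3 (0.891) lay at the ends of their groups. The median correlation with the own group was lowest on liver SD replicate 1 (0.745) and, in muscle, on SD replicate 1 (0.934), SRT2104 replicate 3 (0.952) and CR replicate 3 (0.902).
The effects of both diets differed between the tissues by limma's interaction term. That of SRT2104 differed for 1629 probes with all 15 muscle arrays and 2331 over the paper's 12, and that of CR for 315 and 823. The 315 became 665 without muscle CR replicate 3, 204, 205 and 199 without liver CR replicates 1, 3 and 5, and 209 and 200 without muscle SD replicates 2 and 4, and the 823 became 500, 538 and 531 without muscle SD replicates 3, 4 and 5. For each, 1 of 100 splits, the real one, gave as many. These splits regrouped the diets in both tissues, so they stand for no effect in either tissue. They cannot decide whether the effects of the tissues differ. The highest other split gave 1190, 2279, 200 and 36 probes in the same order. The highest other split had kept the diets of the muscle arrays for SRT2104 and, over the 12, for CR, and those of the liver arrays for CR with all 15. With the muscle diets regrouped as well, the highest was 8, 9, 200 and 2 probes in that order. The log2 change of Txnip in muscle minus that in liver was -0.85 on SRT2104 (adjusted p = 0.0368) and -1.78 on CR (adjusted p = 0.0416) with all 15 muscle arrays, and -0.83 (adjusted p = 0.0349) and -1.42 (adjusted p = 0.00672) over the 12.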

How the results depend on the processing

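The fits over the paper's 12 muscle arrays were chosen only after the results were seen, and all other alternatives had been set earlier. Of 442 comparisons with an alternative other than leaving out 1 array, 340 left the result on its side of the threshold or within 1.5 times its count, as did 512 of 555 runs that left out 1 array. The correlations and the log2 changes of the 6 named genes compared kept their signs in these, whereas the balance of higher and lower calls turned in some. Among the probes changed on SRT2104 in muscle it turned from 408 higher and 754 lower to 2460 and 1865 with array weights, 2015 and 1871 with the methods' t-test and 1887 and 1544 over the paper's 12 arrays, and in liver from 167 and 183 to 473 and 416 without a filter, 399 and 389 with median scaling, 916 and 827 with the methods' t-test and 185 and 171 with limma's trend and robust options. The lists of camera on SRT2104 in liver went from 6 and 1 to 1 and 2 with median scaling. Among the list means, ribosomal proteins on SRT2104 in liver turned from 0.14 to -0.02 with median scaling, xenobiotic enzymes there from 0.09 to -0.01 with neqc and -0.04 with median scaling, and in muscle on CR oxidative phosphorylation from 0.07 to between -0.09 and -0.02 under 4 settings and skeletal muscle genes from 0.17 to -0.14 with neqc and -0.13 with quantile normalization. Where a value moved, the cause was not tested. The list calls of camera are limited, since chance cannot be excluded for their number. In the splits of the same arrays, 59 of 100 gave as many lists as the 7 on SRT2104 in liver (highest other 17), 36 of 100 as many as the 9 on CR (15), and in muscle 100 of 100 as many as the 3 on SRT2104 (22), 31 of 35 as many over the paper's 12 arrays (real 3, highest other 13) and 35 of 35 as many as the 4 on CR over the 12 (18). Splits that call several times the real count point to a structure of the samples, or to a correlation between genes above the preset one, and these were not told apart. For the probes, few splits gave as many as the real one, but 100 or 35 splits limit how far chance can be excluded. In liver, 2 of 100 splits gave as many as 350 on SRT2104. The other one mixed the diets and called 640 probes, more than the diets themselves. On CR 1 split gave as many as 2954 (highest other 3), and between SRT2104 and CR 1 as many as 2999 (103). In muscle 1 of 100 splits, the real one, gave as many as 1162 on SRT2104 (highest other 0), 49 on CR (0) and 1152 between them (906), and over the 12 arrays 1 of 35 as many as 3431 (5), 219 (2) and 3674 (6). For the Table S5 genes changed by CR, the highest other split gave 1 against the 14 in liver. It gave 0 against the 1 in muscle over the 12 arrays, which is too few to draw on. The paper chose these genes on the same SD arrays, which the other splits break up. Neither count is therefore independent evidence, and these splits cannot decide on chance. Signal over background is lower in muscle, which limits what can be seen of dim probes. Single genes were tested without each array where the rule for named genes takes them.
With neqc, 140 probes changed on SRT2104 in liver, 62 were shared by both diets there and 12 in muscle, 28 changed on CR in muscle, 100 differed between tissues on CR, camera called 4 lists on SRT2104 in liver, and Elovl3 on SRT2104 was -0.96 (adjusted p = 0.0537; 0.00194 to 0.0537 over its alternatives, runs without 1 array included). Quantile normalization gave 196 probes on SRT2104 and 87 shared in liver, 4 lists there and 1 list on CR in muscle. Median scaling gave 788 and 356 in liver, with 3 lists on SRT2104 and 5 on CR, and 6 on CR in muscle, and it raised the median log2 change of all muscle probes on SRT2104 to 0.10 from 0.06. With the deposited scores, 535 probes changed on SRT2104 in liver, 751 differed between SRT2104 and CR in muscle and 203 between tissues on CR, with 18 lists on SRT2104 in liver and 6 on SRT2104 and 5 on CR in muscle. The share of higher calls on SRT2104 in muscle was 35.1%, but 14.9% with the deposited scores, 20.0% with neqc, 19.3% with scaling over the probes detected on each array, 16.0% without a filter and 1887 of 3431 were higher over the paper's 12 arrays. In liver it was 47.7%, and 36.6% with the deposited scores.
Detection on all 15 arrays left fewer probes and gave 553 on SRT2104, 25 on CR and 11 shared in muscle, 868 and 172 between tissues on SRT2104 and CR, and 1 list by camera and 12 by PAGE on CR in muscle. Without a filter, liver had 889 probes on SRT2104, 285 shared, and 14 lists by camera and 30 by PAGE on CR, muscle had 28 on CR, 463 between SRT2104 and CR, 9 shared, and 7 lists on SRT2104 and 5 on CR, and 497 probes differed between tissues on CR. Scaling over the probes detected on each array gave, in muscle, 23 on CR, 621 between SRT2104 and CR, 8 shared and 2 lists on CR, and 172 between tissues on CR. With only the diets compared in the fit, liver had 90 on SRT2104 and 49 shared, and muscle 2465 on SRT2104, 19 on CR, 523 between them, 6 shared and 4 lists on CR, and Cish on SRT2104 was 1.43 (adjusted p = 0.0211). Array weights gave, in muscle, 4325 on SRT2104, 299 on CR, 3608 between them, 142 shared, 2 Table S5 genes on CR, a correlation of 0.238 between the diets and 1 list on CR, and between tissues 2551 and 1056. Cish was then 1.78 on SRT2104 (adjusted p = 0.000208; 0.000208 to 0.192 over its alternatives) and 1.62 on CR (adjusted p = 0.0143; 0.0143 to 0.447), and Sirt1 of muscle -0.31 (adjusted p = 0.00942; 0.00942 to 0.205).
The methods' t-test at its threshold gave 1743 probes on SRT2104 and 4534 between SRT2104 and CR in liver, and 3886, 910 and 2336 in muscle on SRT2104, on CR and between them. After Benjamini-Hochberg it gave 12 on SRT2104 in liver, and 2188, 1 and 477 in muscle. An absolute Z-ratio of at least 1.5 with the adjusted p left 966 on CR and 1038 between SRT2104 and CR in liver, and 588 on SRT2104 and 633 between them in muscle. With the unadjusted p of the methods' t-test it gave 668 on SRT2104, 961 on CR and 1080 between them in liver, and 320 on CR in muscle. Camera with an estimated correlation called 0 lists on SRT2104 and CR in liver and on SRT2104 in muscle, where camera with the preset one had 11, 13 and 9 at an unadjusted p and fry called 5, 13 and 1, and the mean of all probes of a gene 1 on CR in muscle. Probes scaled to unit variance put 24.8% on the first component of liver. An adjusted p under 0.01 left 23 shared probes in liver and 0 in muscle, and an unadjusted p with the Z-ratio 131 in muscle. The paper's 12 arrays gave 3431, 219 and 3674 probes and 95 shared in muscle, 1 Table S5 gene on CR, a correlation of 0.184, 4 lists on CR, 65.3% on the first component and 823 probes between tissues on CR, with Cish at 1.81 and 1.56 and Sirt1 at -0.29.
Leaving out 1 array gave, in liver, 172 to 402 probes on SRT2104, 2300 to 3074 on CR, 2430 to 3233 between them, 81 to 168 shared, 10 to 15 Table S5 genes on CR, correlations of 0.244 to 0.344, 6 to 9 lists by camera on SRT2104 and 8 to 11 on CR, 17 to 21 by PAGE on each, and 28.4% to 36.2% on the first component. In muscle it gave 721 to 2752 on SRT2104, 11 to 72 on CR, 602 to 2137 between them, 3 to 39 shared, 0 Table S5 genes on CR, correlations of 0.301 to 0.402, 2 to 7 lists by camera on SRT2104 and 0 to 9 on CR, 14 to 17 and 16 to 24 by PAGE, and 42.6% to 57.7% on the first component. Between tissues it gave 1328 to 2179 on SRT2104 and 199 to 665 on CR. Without CR replicate 3, Sirt1 of muscle passed (adjusted p = 0.0350).
With the replicate number as a block (replicate block), 270 and 3000 probes changed in liver on SRT2104 and CR, 1019 and 51 in muscle, and 1665 and 276 differed between tissues, and no call or count moved by over 1.5 times. The numbers were not taken to pair the arrays, as not every same-numbered pair had a correlation over 0.1. Between SRT2104 and SD, 4 of 5 pairs did in liver (-0.251 to 0.306) and 3 of 5 in muscle (-0.0815 to 0.222), where 2 and 3 of 5 correlated best with their own number. Between the tissues, 4 of 5 did on SD (-0.123 to 0.364), 0 on SRT2104 and 1 on CR, so a shared mouse stays open. With arrays of the same number taken as 1 mouse, a random block gave 1800 and 379 probes between tissues. The BeadChip as a block was not run, as the sources used here do not give the chip.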

Differences from the paper's values

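The tests over the paper's 12 muscle arrays were chosen only after the results were seen, and so was the scale of the Z-ratios below, which were taken over all probes of the deposited scores once Z-ratios over the kept probes had been compared with the paper's. Over the kept probes, 8 of 36 values on SRT2104 and 16 of 36 on CR differed from the paper's in liver, and 23 and 15 of 27 in muscle. Over all probes, 0 of 36 and 2 of 36 differed in liver, and 5 and 6 of 27 in muscle. The alternatives set before the data were examined were neqc, quantile normalization, median scaling, the deposited scores as they are, scaling over the probes detected on each array, no filter, and detection on at least 5 or on all of the 15 arrays, besides runs that left out 1 array. Detection on all 15 arrays removed the probes of 8 of the muscle genes below, which leaves 7 alternatives for Hspa8, Pdlim5, Tspan3, Ppp1ca, Cyp2e1, Hnrnpl, Itm2a and Nqo1 and 8 for the others.
In liver on CR, the Z-ratio of Insig2 in Table S5 was -12.4 and the paper's is -10.43. It came within the error with neqc and without SD replicate 2, 3 or 5 or CR replicate 2 or 3, and not with the other 7 alternatives or the other 10 runs. That of Kdm6b in Table S8 was -0.557 and the paper's is -1.76, and 0 of 8 alternatives and 0 of 15 runs without 1 array closed the gap.
In muscle on SRT2104, the Z-ratio of Hspa8 was -10.2 against the paper's -13.24, and that of Ppp1ca -7.15 against the paper's -8.87, with 0 of 7 alternatives closing either gap. That of Pdlim5 was -10.7 against the paper's -11.82 and that of Tspan3 -8.06 against the paper's -8.95, and both came within the error with quantile normalization and median scaling but not with the other 5. These 4 gaps closed without SD replicate 1 or SRT2104 replicate 3. Cyp2e1 of Table S9 had 1.94, where the paper has -3.42, with 0 of 7 alternatives closing the gap, which closed without SRT2104 replicate 3.
In muscle on CR, the Z-ratio of Chac1 was -0.484 against the paper's 0.47 (closed without SD replicate 1 or CR replicate 2) and that of Preb -0.901 against the paper's 0.5 (without CR replicate 3), with 0 of 8 alternatives closing either. Hnrnpl had 0.894 against the paper's 4.67 (closed without SD replicate 3 or CR replicate 3) and Itm2a -3.10 against the paper's 0.34 (closed by 0 of 15 runs without 1 array), with 0 of 7 alternatives each. Nqo1 of Table S9 had -0.429 against the paper's 1.73, with 0 of 7 alternatives, and closed without CR replicate 3. Bmp4 of Table S9 had 0.847 against the paper's 1.95 and came within the error with neqc, quantile normalization and without CR replicate 3, but not with the other 6. With the deposited scores over the paper's 12 muscle arrays, a setting chosen after seeing the values, 0 of 27 Z-ratios of muscle differed on either diet and none of the paper's genes was dropped. With the kept probes and the same 12 arrays, also chosen after seeing the values, Chac1, Preb and Itm2a came within the error, while 24 of 27 values on SRT2104 and 9 of 27 on CR differed.
Of the muscle genes of Table S5, 0 of 14 with a named probe passed on CR in limma over all 15 arrays (1 at an unadjusted p), where the paper counts 8 of 20 as responsive, 6 of them among the 14. The paper marks significant Z-ratios in that table and gives t-tests at a p of 0.05 or less for all its comparisons, with no threshold on the Z-ratio. The count differed with 12 of 12 alternatives and in 15 of 15 runs without 1 array. Array weights called 2, Cish and Hnrnpl, and an absolute Z-ratio of at least 1.5 with the methods' t-test called 1, Cish. Limma over the paper's 12 arrays, a setting chosen after seeing the values, called Cish and dropped 5 of the paper's 6. The same Z-ratio and t-test on the deposited scores over the 12 arrays, also chosen after seeing the values, called 6 of the paper's 6 and dropped 0. In liver, 14 of 14 of the paper's were called by limma, and 12 by the Z-ratio and t-test, which left out Egr1 and Hhex.
The first principal component of muscle held 42.6% of the variance, where the paper has about 78% in Fig. 2A, read by eye. With 9 alternatives, among them neqc, quantile normalization, median scaling, the deposited scores, other filters, probes scaled to unit variance (36.5%) and the arrays of all 3 diets, it differed as well. Without SRT2104 replicate 3 it was 57.7%, and over the paper's 12 arrays, a setting chosen after seeing the values, which drops no item the paper calls, 65.3%. Both lie within 1.5 times the paper's value, and neither reached it.
Some statements of the paper run against these values, for gene lists whose members are not those of the paper's sets. The paper describes most pathways altered by SRT2104 as lower. Among the lists here, PAGE had 12 higher and 8 lower in liver and 8 higher and 6 lower in muscle over all 15 arrays. With median scaling 8 were higher and 16 lower in liver, and in muscle 5 and 6 with neqc, 7 and 8 with quantile normalization and without SD replicate 1, and 7 and 9 without SRT2104 replicate 3. Over the paper's 12 muscle arrays 12 of 16 were lower, as the paper states. The paper describes most gene sets shared by both diets in liver as lower, and of 13 shared here 6 were higher, 5 lower and 2 opposite. Most shared sets of muscle are described as reciprocal. Of 9 shared here over all 15 arrays 1 was opposite, and over the 12 arrays 3 of 5 were, which goes with the paper. Ceramide genes are named as moving together in liver, and 0 of 18 passed on SRT2104 in limma (2 higher and 2 lower at an unadjusted p), while the list means, -0.02 and on CR -0.14, have the same sign, as the paper states. For muscle, the paper names as reciprocal between the diets 1 gene set from a comparison of CD31-positive with CD31-negative cells, whose members were not used here. Of 21 endothelial markers, 5 rose and 1 fell on SRT2104 over the 12 arrays, and 0 passed on CR (limma; 1 higher and 2 lower at an unadjusted p). Mitochondrial genes are described as reciprocal between the tissues, and camera called neither oxidative phosphorylation nor the tricarboxylic acid cycle on SRT2104 in either.
Among single genes, the paper names Socs2 of the liver as higher on SRT2104, and its log2 change was 1.19 with an adjusted p of 0.121 in limma, past the threshold without SD replicate 1 (adjusted p = 0.0227). Cish of muscle, which the paper has as higher on both diets, passed on CR over the paper's 12 arrays (log2 change 1.56, adjusted p = 0.0405 from limma) and not over all 15 (1.58, adjusted p = 0.228). Its call over the 12 was lost without SD replicate 2 (0.0759), 3 (0.12), 4 (0.0876) or 5 (0.0612), SRT2104 replicate 1 (0.0586) or 2 (0.0538), or CR replicate 1 (0.0592), 4 (0.0908) or 5 (0.0946). By quantitative PCR, a method with no values used here, the paper has Commd1 and Commd10 as higher in muscle on SRT2104. On the arrays their log2 changes were -0.13 and -0.01 over the 12 (adjusted p = 0.282 and 0.953 from limma) and -0.18 and -0.09 over all 15 (adjusted p = 0.223 and 0.557), and the other probe of Commd1 stood at 0.19 and 0.05 without passing. In liver, where the paper finds no increase, they were -0.08 and 0.04, and neither passed.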

Other observations

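The muscle genes named in the last paragraph, apart from Commd1 and Commd10, and the tests over the paper's 12 arrays were chosen only after the results were seen, whereas the gene lists and their tests were planned.
In liver on CR, camera called heat shock proteins and chaperones and xenobiotic enzymes as higher, and proteasome subunits and genes of muscle atrophy and autophagy as lower (adjusted p = 6.57e-07, 0.00495, 0.0063 and 0.000498). With an estimated correlation these lists had adjusted p = 0.329, 0.329, 0.366 and 0.175. Of 26 measured heat shock proteins and chaperones, 17 rose and none fell (limma; 18 and 0 at an unadjusted p; 18 and 0 when adjusted over the list alone), among them the HSP90 partner Chordc1 at 0.96, Hsp90aa1 at 0.80 and the cochaperone Dnajb4 at 0.82, whose other probe, at 0.14, did not pass. The list mean was 0.49 higher than on SD (two-sided exact permutation p = 0.00794) and -0.06 on SRT2104 (exact permutation p = 0.643), and the diets differed directly (-0.55 for SRT2104 minus CR, exact permutation p = 0.00794). Of 35 xenobiotic enzymes and their regulators, 16 rose and 3 fell (18 and 3 when adjusted over the list alone), with the cytochrome Cyp2a5, which has close paralogs, at 1.50 and its other 3 probes at 1.24 to 1.91, and the nuclear receptor Nr1i3 at 0.88. Of 27 proteasome subunits, 8 fell and none rose (limma; 10 and 0 at an unadjusted p; 9 and 0 when adjusted over the list alone), among them Psmd4 at -0.44. Of 21 genes of muscle atrophy and autophagy measured in liver, 9 fell and 1 rose (10 and 1 when adjusted over the list alone), with the autophagy kinase Ulk1 at -0.71, Gabarapl1 at -0.79 and the translation repressor Eif4ebp1 at -0.58, while the stress gene Gadd45a rose. Each list kept its direction on CR over 7 other scalings and filters, and the calls were lost for xenobiotic enzymes with neqc (0.0791), quantile normalization (0.0722) and median scaling (0.292; 0.000133 the lowest) and for the proteasome with the deposited scores (0.0951; 3.49e-05 the lowest). The list means on SRT2104 were 0.09, -0.01 and -0.17 for these last 3 lists (exact permutation p = 0.333, 0.746 and 0.143), the first turning to -0.01 with neqc and -0.04 with median scaling.
The largest rise in liver on CR was that of Acot3, an acyl-CoA thioesterase, at 8.64-fold (standard error 0.40 on the log2 scale, adjusted p = 4.6e-05 from limma). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose by 1.78 log2 units, Alas1, the first enzyme of heme synthesis, by 1.92, Angptl8, a secreted regulator of lipoprotein lipase, by 2.04, the clock repressor Per2 by 2.06 and the elongase Elovl6 by 1.68. The troponin subunit Tnnc1, dim on SD at a log2 signal of 7.51, rose by 1.86 (adjusted p = 4.83e-09 from limma). Among the falls were the ubiquitin ligase Rnf125 at -2.26, the matrix protein Spon2 at -2.04, Chac1 at -2.03, the clock repressor Nr1d1 at -1.62 and the phosphatidate phosphatase Lpin2 at -1.58. Each of these passed in 15 of 15 runs that left out 1 array.
Genes of proteins that hepatocytes secrete were higher in liver on both diets. Of 18 measured among 22 listed, 9 of which are shared with other lists, 9 rose on SRT2104 and 9 on CR, and none fell (limma; 14 and 0 on each diet at an unadjusted p; 12 and 0 when adjusted over the list alone). On SRT2104 the protease inhibitor Serpina1b, 1 of a group of close paralogs, rose by 0.64 and Ahsg, a carrier of minerals, by 0.52 on its brightest probe, while its other stood at 0.09 and did not pass. On CR, albumin (Alb) rose by 0.72, on a dim probe of 7.34 log2 units on SD, and the retinol carrier Rbp4 by 0.68. The list mean was 0.39 higher on SRT2104 (two-sided exact permutation p = 0.00794) and 0.35 on CR (p = 0.0159, same exact test). Of 20 genes of apolipoproteins and lipid transport, 5 rose on SRT2104 and none fell (limma; 8 and 1 at an unadjusted p; 6 and 0 when adjusted over the list alone), with Apoa2 at 0.65, and the list mean was 0.21 higher than on CR (exact permutation p = 0.00794). On SRT2104 camera gave adjusted p of 4.05e-10 and 0.00622 for these lists, and with an estimated correlation adjusted p = 0.588 for each. Both calls were lost with neqc (0.596 and 0.716) and quantile normalization (0.594 and 0.672) and that of apolipoproteins with median scaling (0.553), with 5.43e-14 and 1.94e-05 the lowest over 7 other scalings and filters, and the list means were then between 0.02 and 0.05.
Of the lists of other cell types in liver, 12 of 21 adipocyte markers were measured, 4 of the 21 also being in other lists. On SRT2104 1 of these rose, Cyp2e1 by 0.61, a cytochrome abundant in hepatocytes, and none fell (limma; 5 and 0 at an unadjusted p; 3 and 0 when adjusted over the list alone). Camera called this list higher (adjusted p = 0.0175; adjusted p = 0.821 with an estimated correlation), but not without SRT2104 replicate 5 (0.186), with neqc (0.421), quantile normalization (0.315), median scaling (0.201) or without a filter (0.162; 0.00224 the lowest), and the exact permutation p of its mean was 0.0952. Of 20 macrophage markers measured among 27 listed, 1 of which is in another list, 7 fell on CR and 1 rose (9 and 1 when adjusted over the list alone), with the lysosomal protein Laptm5 at -0.44 and the complement subunit C1qc at -0.42. The mean was -0.20 (two-sided exact permutation p = 0.0476). Its camera call (adjusted p = 0.0447; adjusted p = 0.823 with an estimated correlation) was lost without SD replicate 1 (0.106), 2 (0.0647) or 5 (0.0576), SRT2104 replicate 5 (0.0558) or CR replicate 1 (0.0885), 2 (0.0510) or 3 (0.0766), and with 5 of 7 other scalings and filters (up to 0.087, with detection on all 15 arrays; 0.00759 the lowest).
In muscle, Trim63, a ubiquitin ligase of muscle atrophy, was lower on both diets over the paper's 12 arrays, with log2 changes of -0.73 on SRT2104 (adjusted p = 0.000636 from limma) and -0.80 on CR (adjusted p = 0.00609), and each call held in 12 of 12 runs that left out 1 array. Over all 15 arrays its log2 change was -0.83 on SRT2104 (adjusted p = 0.0383), passing in 6 of 15 runs and not without SD replicate 1 (0.0611), 2 (0.0825), 3 (0.0616), 4 (0.0871) or 5 (0.0618) or SRT2104 replicate 1 (0.0669), 2 (0.0644), 3 (0.0698) or 4 (0.0802), and -1.03 on CR (adjusted p = 0.0896), passing without CR replicate 3 (0.0339). Its log2 signal was 9.51 on SD replicate 1, 8.29 on SRT2104 replicate 3 and 7.59 on CR replicate 3. The list of 20 atrophy and autophagy genes was not called on either diet over the 12 arrays (camera, adjusted p = 0.427 and 0.167). Of 8 measured COMMD genes, which the paper discusses as inhibitors of NF-κB, Commd3 fell on SRT2104, with a log2 change of -0.95 over the 12 arrays and -0.85 over all 15, and Commd5 (0.44 and 0.41) and Commd9 (0.37 and 0.36) rose, the call of Commd5 over all 15 not holding without SD replicate 1 (0.0504), 2 (0.0577) or 5 (0.0505) or SRT2104 replicate 4 (0.0714) or 5 (0.0661). Camera did not call this list (adjusted p = 0.952 over the 12 arrays and 0.962 over all 15). On SD replicate 1, SRT2104 replicate 3 and CR replicate 3, the log2 signal of Commd3 was 10.57, 10.12 and 11.41, that of Commd5 7.85, 8.14 and 7.55, that of Commd9 7.73, 8.04 and 7.40, that of Commd1 11.16, 10.77 and 10.89 and that of Commd10 7.80, 7.40 and 7.57.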
